# Myostatin inhibition prevents skeletal muscle pathophysiology in Huntington’s disease mice

**DOI:** 10.1038/s41598-017-14290-3

**Published:** 2017-10-27

**Authors:** Marie K. Bondulich, Nelly Jolinon, Georgina F. Osborne, Edward J. Smith, Ivan Rattray, Andreas Neueder, Kirupa Sathasivam, Mhoriam Ahmed, Nadira Ali, Agnesska C. Benjamin, Xiaoli Chang, James R. T. Dick, Matthew Ellis, Sophie A. Franklin, Daniel Goodwin, Linda Inuabasi, Hayley Lazell, Adam Lehar, Angela Richard-Londt, Jim Rosinski, Donna L. Smith, Tobias Wood, Sarah J. Tabrizi, Sebastian Brandner, Linda Greensmith, David Howland, Ignacio Munoz-Sanjuan, Se-Jin Lee, Gillian P. Bates

## Abstract

Huntington’s disease (HD) is an inherited neurodegenerative disorder of which skeletal muscle atrophy is a common feature, and multiple lines of evidence support a muscle-based pathophysiology in HD mouse models. Inhibition of myostatin signaling increases muscle mass, and therapeutic approaches based on this are in clinical development. We have used a soluble ActRIIB decoy receptor (ACVR2B/Fc) to test the effects of myostatin/activin A inhibition in the R6/2 mouse model of HD. Weekly administration from 5 to 11 weeks of age prevented body weight loss, skeletal muscle atrophy, muscle weakness, contractile abnormalities, the loss of functional motor units in EDL muscles and delayed end-stage disease. Inhibition of myostatin/activin A signaling activated transcriptional profiles to increase muscle mass in wild type and R6/2 mice but did little to modulate the extensive Huntington’s disease-associated transcriptional dysregulation, consistent with treatment having little impact on HTT aggregation levels. Modalities that inhibit myostatin signaling are currently in clinical trials for a variety of indications, the outcomes of which will present the opportunity to assess the potential benefits of targeting this pathway in HD patients.

## Introduction

Huntington’s disease (HD) is an inherited progressive neurodegenerative disorder for which the age of onset is generally in midlife. It is caused by a CAG repeat expansion in the first exon of the huntingtin (*HTT*) gene that results in an abnormally long polyglutamine tract in the huntingtin protein (HTT)^1^. Symptoms include problems with motor coordination, neuropsychiatric symptoms and cognitive decline; and there are no disease-modifying treatments^2^. The mutant form of the HTT protein aggregates into oligomeric and fibrillary structures which are deposited in the brains of HD patients^3,4^ and neurodegeneration occurs in the striatum, cortex, hypothalamus and other brain regions^5^. There is increasing evidence to indicate that Huntington’s disease is also associated with pathological processes that occur in peripheral tissues, including skeletal muscle^6^. Treatments targeted to tissues and organs outside the CNS have the potential to substantially improve the quality of life of HD patients, either in the absence of disease modifying treatments or combined with CNS-targeted therapies^7^.

Mouse models of HD include mice that are transgenic for the 5′ region of the human *HTT* gene (e.g. R6/2), those transgenic for the entire human *HTT* gene (e.g. BACHD and YAC128) and a range of knock-in models (e.g. *Hdh*Q150 and zQ175)^8^. In recent years, we have performed detailed comparative analyses of the R6/2 mouse model^9^ and *Hdh*Q150 knock-in mice^10^ and found that at late stage disease (14 weeks for R6/2 and 22 months for homozygous *Hdh*Q150) the phenotypes of these two models are extremely similar^11–16^, the main difference between the lines being the age at phenotype onset and the rate of disease progression. The R6/2 mouse is transgenic for a genomic DNA fragment encoding exon 1 of human *HTT* and is a model of the incomplete splicing event that occurs in all HD knock-in mouse models, YAC128 and BACHD mice^17^, and in HD patient tissues^18^, resulting in an exon 1 – intron 1 mRNA that in all cases produces the highly pathogenic exon 1 HTT protein. Both the R6/2 and *Hdh*Q150 models develop a progressive failure to gain body weight, followed by weight loss^11^ and a highly comparable skeletal muscle atrophy and underlying muscle pathophysiology^19^. The skeletal muscle phenotype manifests as a uniform muscle fibre atrophy^19–21^ and functional deficits^19,22^, associated with the formation of nuclear inclusions^13,20^, transcriptional dysregulation^19,23–25^, energetic disturbances^19,25^, ion channel perturbations^26^, alterations in protein synthesis and degradation pathways^27^ and an apparent dissociation of trophic signaling between motor neurons and skeletal muscle^21^. The investigation of the mechanisms underlying muscle pathology in HD mouse models is likely to lead to insights into the muscle atrophy and loss of muscle strength that has been reported in HD patients (for review, see^28^).

Myostatin is a member of the transforming growth factor β super family of secreted growth factors that is synthesized as a full length precursor and becomes cleaved into an amino-terminal propeptide and carboxy terminal mature region^29^. It has been shown to be a muscle specific regulator of muscle size, and the knock-out of myostatin results in muscle hypertrophy and a reduction in adipose tissue mass^30,31^. Binding of myostatin and activin A to the activin A receptor type IIB (ActRIIB) on muscle cell membranes, activates SMAD 2/3-mediated transcription, which stimulates FOXO-dependent transcription increasing muscle protein degradation. SMAD activation also inhibits muscle protein synthesis by suppressing AKT signaling (for review see^32^). A soluble form of the activin type IIB receptor (ACVR2B/Fc) has been developed to compete with the natural receptor for circulating agonists and this caused a dramatic increase in muscle mass when injected into wild type (WT) mice^33^. Therefore, agents that block the myostatin signaling pathway have the potential to treat human disease associated with cachexia e.g. cancer, chronic kidney disease and chronic heart failure, as well as neuromuscular diseases^32^.

We have used the ACVR2B/Fc soluble receptor to test whether the inhibition of myostatin/activin A signaling might prevent or decrease skeletal muscle atrophy and restore muscle function in mouse models of HD. Administration of ACVR2B/Fc to R6/2 mice from 5 weeks of age, completely prevented deficits in body weight gain, muscle atrophy, grip strength, muscle function and motor unit loss and also delayed end-stage disease. A range of therapeutic agents that inhibit myostatin signaling are currently being tested in clinical trials for a number of indications^34^, the outcomes of which will provide the opportunity to design clinical trials to treat muscle atrophy in people affected with HD.

## Results

### Treatment with ACVR2B/Fc prevents body weight loss, grip strength deficits and muscle atrophy in R6/2 mice

We first set out to determine whether the inhibition of myostatin/activin A signaling might reduce the extent of muscle atrophy that occurs in the R6/2 mouse model of HD. The soluble ActRIIB receptor (ACVR2B/Fc) was administered by a subcutaneous weekly 10 mg/kg injection to both WT and R6/2 male and female mice (n = 5 per gender per genotype) from 5 to 11 weeks of age, and mice were sacrificed one week later at 12 weeks. Both male and female R6/2 mice developed a progressive failure to gain weight (Fig. 1A). Treatment with ACVR2B/Fc increased the body mass of both wild type (WT) and R6/2 mice as compared to their vehicle treated littermates and in the case of R6/2 mice, this completely prevented the decreased body weight phenotype (Fig. 1A). Similarly, fore limb grip strength was progressively impaired in both male and female R6/2 mice (Fig. 1B). Treatment with the receptor decoy resulted in an increase in fore limb grip strength in both WT and R6/2 mice as compared to vehicle treated littermates, and again completely prevented the R6/2 deficits (Fig. 1B). At sacrifice, the tibialis anterior (TA), quadriceps and gastrocnemius skeletal hind limb muscles were weighed. All three muscles showed a marked degree of atrophy in R6/2 mice (Fig. 1C). Treatment with ACVR2B/Fc increased muscle mass in both WT and R6/2 mice and, once more, in the case of R6/2, the weight of all three muscles had been restored to WT levels (Fig. 1C). In contrast, there was no effect on brain atrophy (Fig. S1A) or disease-associated changes in heart weight (Fig. S1A). Treatment with ACVR2B/Fc had been equally effective in male and female mice and, therefore, all further experiments were performed on female mice only.

**Figure 1:**
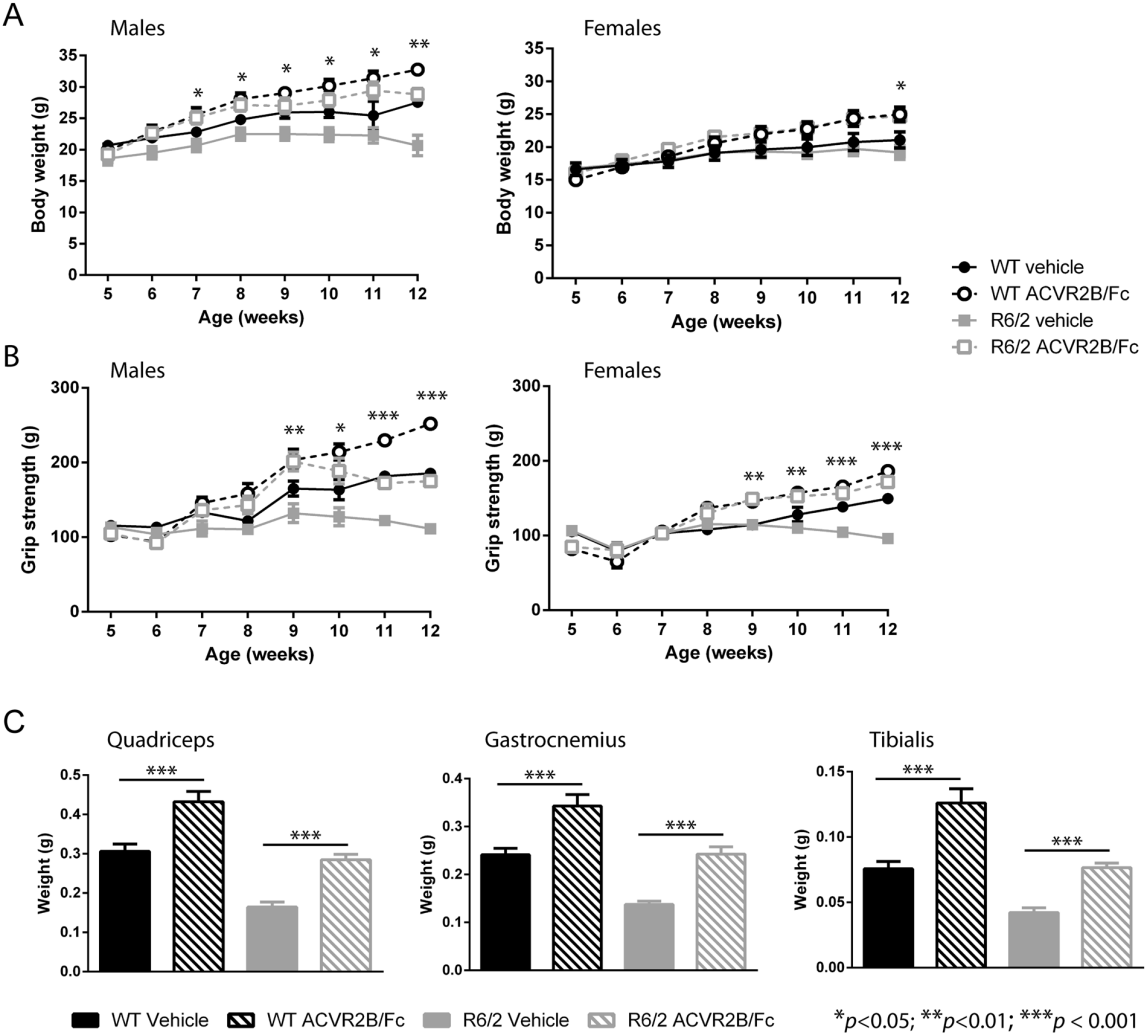
Treatment with ACVR2B/Fc restores deficits in body weight, grip strength and muscle mass in R6/2 mice. (**A**) ACVR2B/Fc treatment resulted in a progressive weight gain in both WT and R6/2 mice and prevented body weight loss in R6/2 mice. (**B**) ACVR2B/Fc treatment resulted in a progressive increase in fore-limb grip strength in both WT and R6/2 mice and prevented grip strength deficits in R6/2 mice. (**C**) Treatment with ACVR2B/Fc increased muscle mass in both WT and R6/2 mice with the consequence that the R6/2 muscle mass at 12 weeks of age (genders combined) is equivalent to that of wild type mice for quadriceps, gastrocnemius and tibialis anterior hind limb skeletal muscles. Statistical analysis was two-way ANOVA with post-hoc Bonferroni correction (see Table S8 for main effects and Table S9 for multiple comparisons). The statistical significance between values for ACVR2B/Fc treated and vehicle treated R6/2 mice is depicted: *p < 0.05; **p < 0.01; ***p < 0.001. n = 5 mice per gender per genotype. All data presented as means ± SEM.

To determine whether ACVR2B/Fc treatment had had an impact on body fat levels, we acquired magnetic resonance imaging (MRI) data using a 3-point Dixon technique to separate fat and water images. However, this approach did not detect a statistically significant difference between the treatment groups (Table S1).

### Treatment with ACVR2B/Fc prevents muscle fibre atrophy

The skeletal muscle atrophy that occurs in R6/2 mice has previously been studied in detail and no evidence was found of changes typically associated with muscle pathology other than a diffuse atrophy^20,21^. The adult neuromuscular innervation pattern develops normally and the incidence of abnormalities at the neuromuscular junction was very low and only occurred in animals close to end stage disease^21^. The only prominent morphological change was a severe generalized atrophy of all muscle fibres that occurred in both fibre types^20,21^. Therefore, to investigate the effect of ACVR2B/Fc treatment on muscle pathology, we measured the lesser diameters of fibres in the TA and quadriceps muscles of WT and R6/2 mice that had been treated with ACVR2B/Fc or vehicle. We found that there was a statistically significant difference in the fibre diameters between WT and R6/2 quadriceps and TA muscles (Fig. 2) and that ACVR2B/Fc treatment resulted in a statistically significant increase in the fibre diameter in both cases. Representative plots for the range of fibre diameters for the WT and R6/2 quadriceps and TA muscle treated with either vehicle or ACVR2B/Fc are illustrated in Fig. 2. ACVR2B/Fc treatment increased fibre diameter in the quadriceps (*p* < 0.001) and the TA (*p* = 0.061) of R6/2 mice.

**Figure 2:**
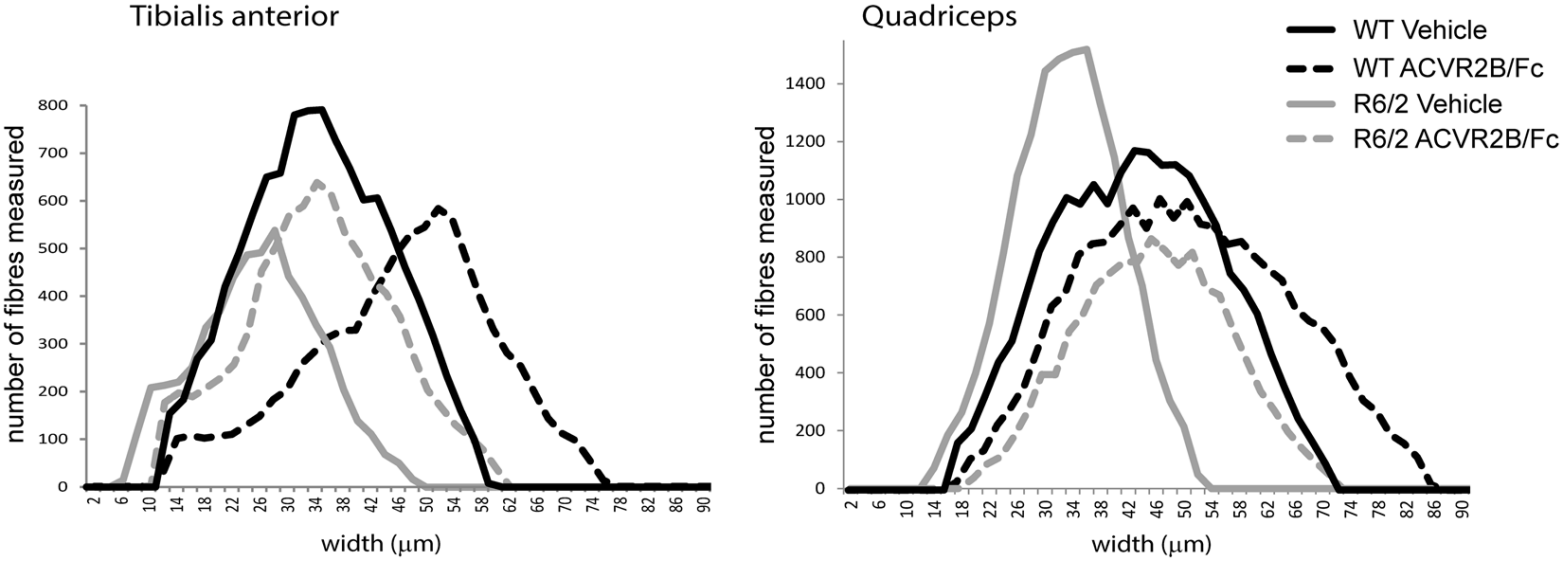
ACVR2B/Fc treatment prevents muscle fibre atrophy. (**A**) the lesser fibre diameter of myofibres in the TA and quadriceps of WT and R6/2 mice treated with ACVR2B/Fc or vehicle. Fibre counts were obtained from between 3 and 8 sections per mouse, n = 3 or 4 mice/treatment group. The WT muscle fibre diameters were greater than those for R6/2: quadriceps (F_(13,10)_ = 28.82, *p* ≤ 0.001), TA (F_(15,12)_ = 10.29, p = 0.008). ACVR2B/Fc treatment increased the fibre diameter in both cases: quadriceps (F_(13,10)_ = 92.8, *p* ≤ 0.001) and TA (F_(15,12)_ = 12.73, *p* = 0.004). ACVR2B/Fc treatment increased fibre diameter in the quadriceps (*p* < 0.001) and the TA (*p* = 0.061) of R6/2 mice. Representative traces from individual mice are depicted. Statistical analysis was two-way ANOVA with post-hoc Bonferroni correction.

### Treatment with ACVR2B/Fc improved muscle function in R6/2 mice

Neuromuscular function was assessed for the extensor digitorum longus (EDL) and TA muscles after treatment of female mice with either vehicle or ACVR2B/Fc at 12 weeks of age as compared to their littermate controls. We began by measuring the isometric muscle tension of these two muscles to assess the effect of ACVR2B/Fc on the contractile abnormalities that we have previously described in R6/2 mice^19,22^. EDL is normally a fast twitch muscle that contracts and relaxes rapidly. In R6/2 mice, EDL took longer than WT EDL to exert a maximum twitch and then longer to relax (Fig. 3A and C). Upon treatment, the time to reach maximum twitch force was restored (Fig. 3A). In R6/2 mice TA muscles take the equivalent time as WT TA muscles to reach the peak force but take longer to relax (Fig. 3B and D). ActRIIB treatment completely restored the contractile dysfunction in the R6/2 TA (Fig. 3D).

**Figure 3:**
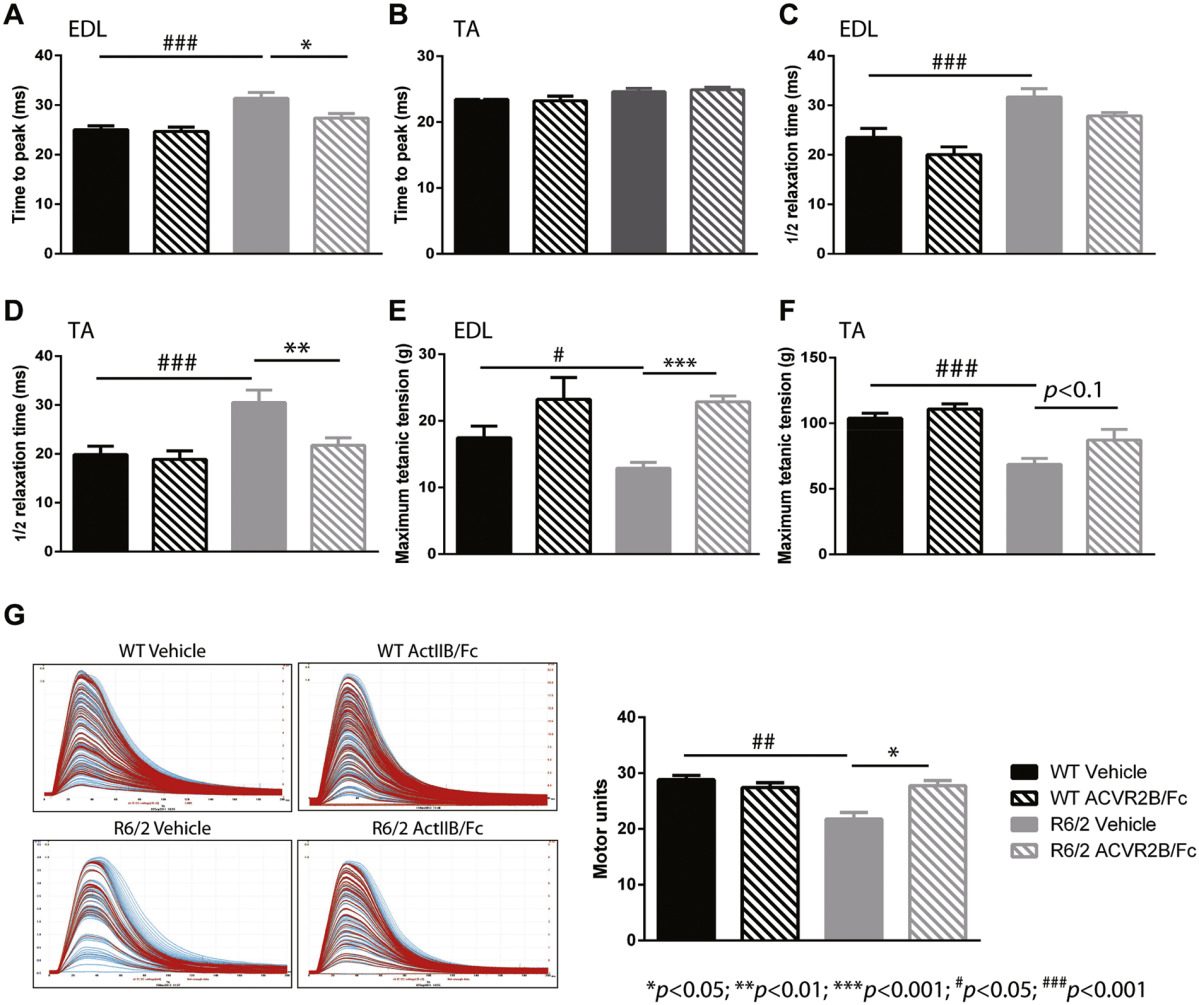
Treatment with ACVR2B/Fc improves muscle function in R6/2 mice. (**A–D**) Contractile dysfunction of the R6/2 EDL muscles was assessed by measuring twitch tension: the time to peak and half relaxation time and this was corrected by ACVR2B/Fc treatment in both EDL (**A**,**C**) and TA (**B**,**D**) muscles. (**E**,**F**) The maximum tetanic force in mice treated with ACVR2B/Fc and vehicle. The maximum EDL (**E**) and TA (**F**) forces were decreased in R6/2 mice and completely rescued in mice treated with ACVR2B/Fc. (**G**) Examples of motor unit traces and the quantification of functional motor units. The number of functional motor units was reduced in R6/2 EDL muscles and this was restored in treated mice. Statistical analysis was two-way ANOVA with post-hoc Bonferroni correction (see Table S8 for main effects and Table S9 for multiple comparisons). Statistically significant differences between vehicle treated WT and vehicle treated R6/2: ^#^ *p* < 0.05, ^###^ *p* < 0.001; statistically significant differences between ACVR2B/Fc treated R6/2 and vehicle treated R6/2: *p < 0.05; **p < 0.01; ***p < 0.001. n = 11 WT vehicle (EDL), n = 12 WT vehicle (TA), n = 8 WT ACVR2B/Fc (EDL and TA), n = 14 R6/2 vehicle (EDL and TA), n = 12 R6/2 ACVR2B/Fc (EDL and TA). All data presented as means ± SEM. The baseline WT and R6/2 vehicle treated phenotype data were previously published^10^.

Next, we measured the maximum tetanic force exhibited by the EDL and TA muscles in ACVR2B/Fc and vehicle treated WT and R6/2 mice. The EDL and TA muscle of R6/2 mice were weaker as compared to those from WT littermates (Fig. 3E and F); ACVR2B/Fc treatment increased R6/2 EDL strength to WT levels and there was a slight increase in the strength of the R6/2 TA muscles (87.2 ± 8.2 g as compared to 68.7 ± 4.5 g, p < 0.1) (Fig. 3E and F).

EDL muscles in WT mice are innervated by approximately 30 functional motor units^35^ and we have previously shown that this is reduced to approximately 20 motor units in the R6/2 EDL at 12 weeks of age and then further decreased to approximately 10 units by 14 weeks^19^. The number of functionally active motor neurons that innervate the EDL was assessed in vehicle and ACVR2B/Fc treated 12 week old WT and R6/2 mice. Representative examples of motor unit recordings and the mean motor unit number are illustrated in Fig. 3G. ACVR2B/Fc treatment completely prevented the loss of functional motor units in R6/2 mice and had no effect on motor unit number in WT mice.

### Treatment with ACVR2B/Fc delays end-stage disease but does not improve motor impairments

The progressive impairment of motor function is a cardinal feature of HD mouse models, to which both central nervous system (CNS)-driven and skeletal muscle-driven pathogenic mechanisms might contribute. Given that ACVR2B/Fc treatment completely rescued muscle atrophy and weakness, this provided an opportunity to dissect the extent to which a muscle-based pathology might contribute to motor related tasks. To address this, we dosed female R6/2 mice with either vehicle or ACVR2B/Fc from five weeks of age. A vehicle treated WT group was included to allow an estimation of effect size and to provide a control for any adverse effects (Fig. 4). Body weight and fore limb and hind limb grip strength were measured until 15 weeks of age. Mice were assessed for performance on an accelerating rotarod until 12 weeks of age and activity measures until 15 weeks. As before, ACVR2B/Fc treatment rescued deficits in body weight (Fig. 4A), and this rescue was maintained until 15 weeks of age. End-stage disease, as defined by the criteria in Table S2, was statistically significantly delayed in treated mice (Fig. 4B). Due to the development of an anal prolapse, two ACVR2B/Fc treated R6/2 mice were culled (on days 106 and 122) and these were not included in the final analysis. Although the deficits in grip strength were completely restored (Fig. 4C), there was no improvement in the decline in rotarod performance or the ensuing hypoactivity in the open field (Fig. 4D). Therefore, the restoration in muscle mass and strength did not improve the motor-related tasks measured here, suggesting that the pathogenic basis of these impairments is driven by CNS-related mechanisms.

**Figure 4:**
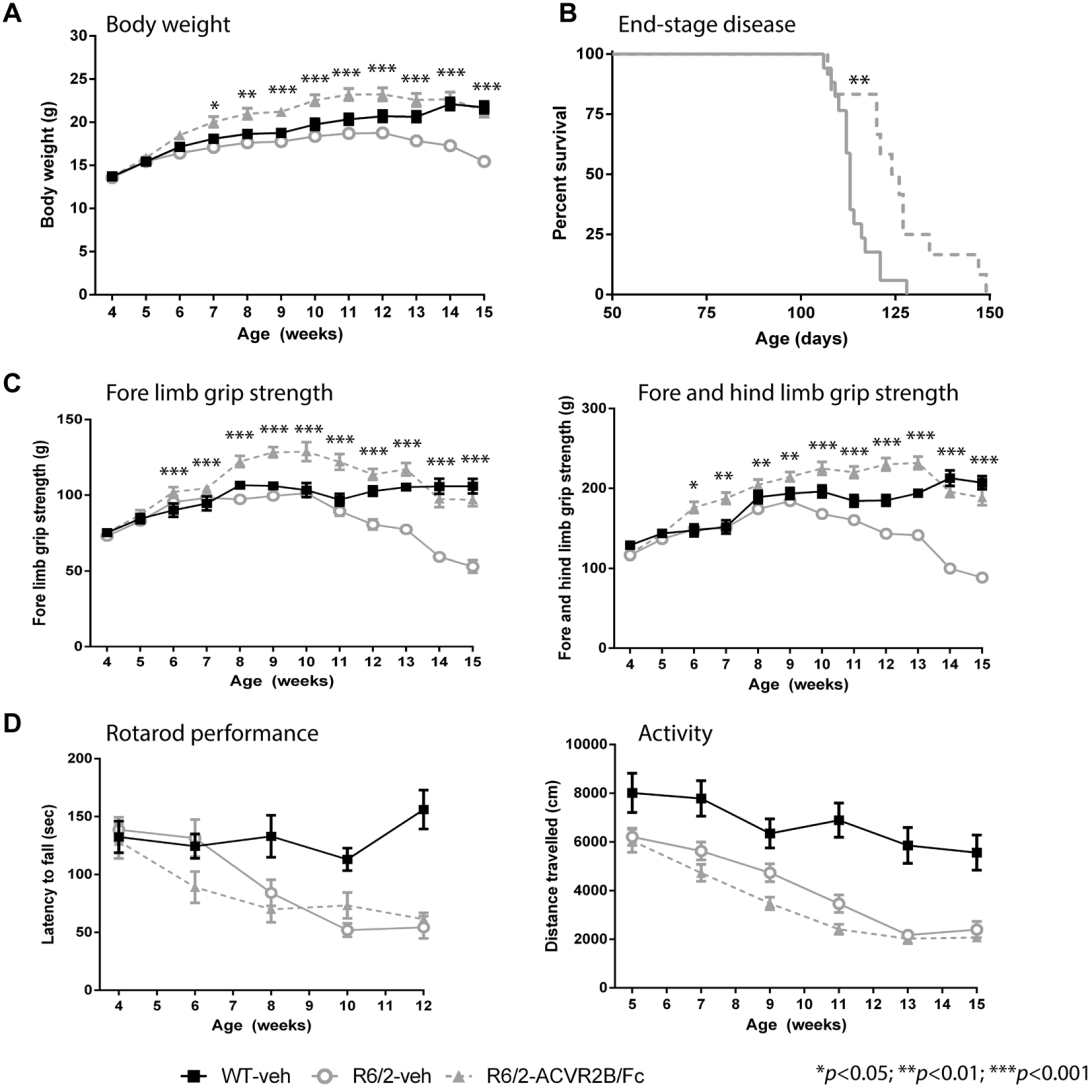
Treatment with ACVR2B/Fc delays end-stage disease, but has no effect on rotarod performance or activity measures. (**A**) ACVR2B/Fc treatment completely prevented the progressive loss in body weight loss that occurs in R6/2 mice. The effect was such that R6/2 mice were significantly heavier than WT mice at some ages (Table S9). (**B**) Kaplan-Meier curve showing that ACVR2B/Fc treatment delays end-stage disease in R6/2 mice (Chi = 8.764, *p* < 0.01 Mantel-Cox log-rank test). (**C**) ACVR2B/Fc treatment completely prevented the progressive loss in fore-limb as well as the combined fore- and hind-limb grip strength that occurs in R6/2 mice. The effect was such that R6/2 mice were significantly stronger than WT mice at some ages (Table S9) (**D**) ACVR2B/Fc had no effect on the impairment in R6/2 rotarod performance or hypoactivity. Statistical analysis was two-way ANOVA with post-hoc Bonferroni correction (see Table S8 for main effects and Table S9 for multiple comparisons). The statistical significance between values for ACVR2B/Fc treated and vehicle treated R6/2 mice is depicted: *p < 0.05; **p < 0.01; ***p < 0.001. WT vehicle, n = 13; R6/2 vehicle, n = 17; R6/2 ACVR2B/Fc, n = 14. All data presented as means ± SEM.

### ACVR2B/Fc treatment and huntingtin aggregation

HTT aggregation in the form of nuclear inclusions has been detected in the skeletal muscle of both R6/2 and the *Hdh*150 knock-in HD models^13,20,21^. Quantification of the aggregate load using the Seprion ELISA has demonstrated that statistically significant levels of aggregated HTT can be detected in R6/2 quadriceps by 8 weeks of age^36^ and that the aggregate load is higher in the TA than in the quadriceps or gastrocnemius/plantaris^19^.

We began by applying the Seprion ELISA to investigate the effect of ACVR2B/Fc treatment on HTT aggregation in R6/2 quadriceps and TA muscles from 12 week old mice that had been treated with ACVR2B/Fc or vehicle. This suggested that treatment had led to a reduction in the aggregate load in both TA (*p* < 0.01) and quadriceps (*p* = 0.05) (Fig. 5A). HTT aggregation is the earliest phenotype to have been detected in skeletal muscle, and therefore, this result suggested that ACVR2B/Fc treatment might have had disease modifying properties. However, alternatively, the ACVR2B/Fc induced hypertrophy might have diluted the level of HTT aggregation in a given tissue mass, in which case, the degree of HTT aggregation could have remained unchanged, and our Seprion ELISA results might have been misleading. To investigate this further, TA sections were immunostained with antibodies to HTT (S830), and laminin, counterstained with DAPI (Fig. S2A and C), and immunofluorescence signals were quantified as illustrated in the work flow in Fig. S2B. The number of DAPI-stained nuclei in the regions of interest (ROI) was increased in R6/2 TA as compared with WT, which is consistent with the myofibre atrophy that had occurred in this R6/2 muscle (Figs 5B and S3A). Conversely, the number of nuclei had decreased in both WT and R6/2 TA in response to ACVR2B/Fc treatment, consistent with the hypertrophic response (Figs 5B and S3A). The average size of the nuclei, as determined by DAPI pixels, was unchanged between WT and R6/2 TA and did not change upon treatment in either case (Figs 5B and S3A).

**Figure 5:**
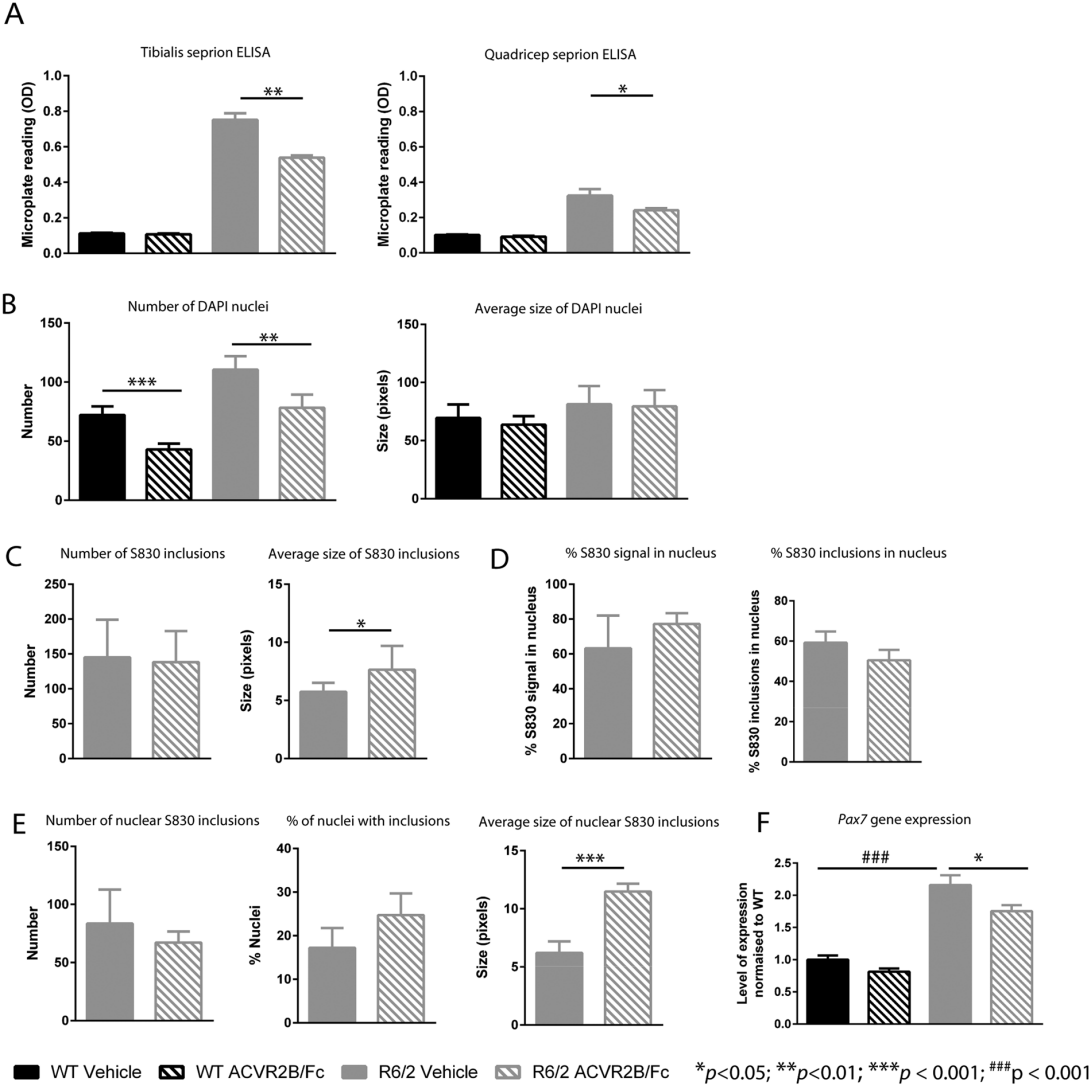
ACVR2B/Fc treatment and HTT aggregation. (**A**) ACVR2B/Fc treatment results in a decrease in the aggregate load in R6/2 TA and quadriceps muscles as assessed by the Seprion ELISA. WT vehicle, n = 5; WT ACVR2B/Fc, n = 10; R6/2 vehicle n = 10; R6/2 ACVR2B/Fc, n = 9. WT background signal derives from the substrate. (**B**) Number of DAPI stained nuclei per ROI and average nucleus size in DAPI pixels. (**C**) Number of S830 inclusions per ROI and average inclusion size in pixels. (**D**) Percentage of S830 signal co-localized with DAPI and percentage of inclusions localized to the nucleus. (**E**) Number of nuclear S830 inclusions per ROI, the percentage of nuclei with inclusions and average size of nuclear inclusions in pixels (**F**) Level of expression of *Pax7* as fold change from WT. Taqman qPCR values were normalized to the geometric mean of *Atp5b*, *Actb* and *Sdha*. WT vehicle, n = 8; WT ACVR2B/Fc, n = 7; R6/2 vehicle n = 6; R6/2 ACVR2B/Fc, n = 8. Statistical analysis for (**B**) and (**D**) was two-way ANOVA with post-hoc Bonferroni correction (see Table S8 for main effects) and for (**A**), (**C**), (**D**) and (**E**) was Student’s *t*-test (n = 4/treatment group). Statistical significance for R6/2 vehicle vs R6/2 ACVR2B/Fc is depicted by *p < 0.05; **p < 0.01; ***p < 0.001 and for WT vehicle vs R6/2 vehicle by ^###^p < 0.001. All data presented ± SEM. WT = wild type, ROI = regions of interest.

To investigate the pattern and level of aggregation we quantified the level of S830 immunofluorescence. There were an equivalent number of S830 reactive inclusions in the ROI in R6/2 TA muscle that had been treated with either vehicle or with ACVR2B/Fc (Fig. 5C) although the average size of the inclusions (as measured in red pixels) was greater in the ACVR2B treated muscle (Fig. 5C). Previous studies have documented the formation of nuclear inclusions in the skeletal muscle of HD mouse models^13,20^, however, our immunostaining clearly demonstrated that cytoplasmic inclusions were also present (Fig. S2C). To compare the level of aggregated HTT between the nucleus and cytoplasm, we performed an unbiased examination of the subcellular localization of the aggregates in the vehicle and ACVR2B/Fc treated R6/2 TA muscle. Approximately 70% of the S830 immunoreactivity co-localized with DAPI staining (Figs 5D and S3B) for both treatment groups, corresponding to approximately 55% of inclusions occurring in the nucleus (Fig. 5D). This is consistent with our observation that the nuclear inclusions tended to be larger than those in the cytoplasm.

We next examined the frequency and size of nuclear inclusions between R6/2 TA muscle that had been treated with ACVR2B/Fc and vehicle. Given that the average size of all inclusions per ROI was larger in ACVR2B/Fc treated muscle (Fig. 5C), that the total level of S830 signal in the nucleus was equivalent between treatment groups (Figs 5D and S3C) and that there were fewer nuclei in ACVR2B/Fc treated muscle (Fig. 5B), we asked whether the nuclear inclusions were larger in the ACVR2B/Fc treated TA. We found that the number of inclusions that co-localised with the DAPI staining was equivalent between the two treatment groups (Fig. 5E); that there was a trend toward an increase in the percentage of nuclei containing inclusions in the ACVR2B/Fc treated TA (*p* = 0.097) (Fig. 5E) and that the size of the nuclear inclusions was greater in the ACVR2B/Fc treated TA (Fig. 5E). These data are consistent with the ACVR2B/Fc treated TA having fewer nuclei per ROI (Fig. 5B), of which a higher percentage have larger inclusions than in the vehicle treated TA.

Skeletal muscle regenerates in response to injury and *Pax7* expressing satellite cells are the major or only mediators of myofibre regeneration in the adult mouse^37^. After multiple rounds of injury, the satellite pool is maintained through a process of self-renewal^37^. We found an increased level of *Pax7* expression in R6/2 TA as compared to WT at 12 weeks of age suggesting that the satellite cell pool comprises a greater percentage of total nuclei in R6/2 than in WT mice. Treatment with ACVR2B/Fc brought the level of *Pax7* expression back toward WT levels, indicating that the percentage of nuclei expressing *Pax7* is lower in ACVR2B/Fc treated than in vehicle treated R6/2 mice (Fig. 5F).

### ACVR2B/Fc activates a transcriptional program to increase muscle mass, with little impact on HD-related transcriptional dysregulation

Transcriptional dysregulation is a well-established pathogenic process in HD^38^. Microarray profiles have been used to identify dysregulated transcripts in specific regions of HD *post mortem* brains^39,40^ and in quadricep biopsies from HD patients^23^ as compared to control subjects. Given that the transcriptome is highly dysregulated in the brain^12^ and skeletal muscle^23^ of R6/2 transgenic mice, we used quantitative real time PCR (qPCR) to investigate the level of expression the ActRIIB receptor (*Acvr2b*) and myostatin (*Mstn*), and found that the receptor and ligand were expressed at comparable levels in WT and R6/2 muscle, hence their transcriptional dysregulation does not contribute to the muscle wasting in R6/2 mice (Fig. S4). The expression levels of *Mstn* and *Acvr2b* were not affected by treatment in either case.

Inhibition of myostatin signaling activates pathways that directly stimulate protein synthesis and inhibit protein breakdown in the muscle fibre^32^. 

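Messenger RNA was measured in the quadriceps and the tibialis anterior (TA) of 40 mice, 10 in each of 4 groups: WT and R6/2 mice given vehicle or ACVR2B/Fc at 10 mg/kg, all at 12 weeks of age. R6/2 mice carry a transgene with the start of human huntingtin and an expanded CAG repeat. ACVR2B/Fc is a soluble decoy receptor that binds myostatin, activins and other ligands of the activin type IIB receptor. One library was made from each muscle of each mouse, 80 in all. The quadriceps library of 1 WT mouse given vehicle, which the paper leaves out, was left out here too, so WT vehicle quadriceps had 9 libraries and every other group had 10.

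The authors aligned paired reads with OSA in Omicsoft to the mouse genome B38 with Ensembl R75 gene models, and deposited estimated counts and FPKM of 39179 genes in every library. Of the counts above 0, 28.0% were not whole numbers. Totals per library ran from 36.8 to 50.3 M estimated counts, with a median of 42.4 M, while the paper gives a minimum of 38 M read pairs. In quadriceps, totals ran from 37.2 to 49.7 M in WT vehicle (median 39.2), from 36.8 to 43.7 M in WT ACVR2B/Fc (median 41.7), from 38.7 to 45.7 M in R6/2 vehicle (median 42.0) and from 39.6 to 47.7 M in R6/2 ACVR2B/Fc (median 42.3). In TA, they ran from 38.4 to 44.5 M in WT vehicle (median 41.2), from 42.4 to 50.3 M in WT ACVR2B/Fc (median 43.2), from 38.0 to 48.3 M in R6/2 vehicle (median 42.4) and from 39.7 to 50.3 M in R6/2 ACVR2B/Fc (median 42.6).

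The counts were rounded to whole numbers and tested with edgeR's quasi-likelihood test, in one fit per muscle with its 4 groups and TMM normalization. The 19702 genes with at least 2 counts in at least 10 of the 79 libraries were tested, and a gene was called at a Benjamini-Hochberg adjusted p under 0.05. The most abundant transcripts took a smaller share of the R6/2 vehicle libraries than of WT, which matters for the scaling. The 10 most abundant genes held 33.9% ± 2.00 of the counts (SD, n = 10) in WT vehicle TA and 27.8% ± 1.64 (SD, n = 10) in R6/2 vehicle TA. FPKM divides by the total, and on log2(FPKM + 1) the median of all genes lay 0.272 above WT in R6/2 quadriceps and 0.207 above it in R6/2 TA. With TMM these medians were 0.062 and -0.011. The labels give lane numbers 1 to 8, which recur in the 2 parts of the series. Libraries of different parts that share a number need not share a lane. Each count of genes was also obtained with lane number and part as covariates, which takes a number as the same lane in both parts. Gene groups were lists fixed before the data were examined, and each list was tested as a whole with limma's camera at an estimated correlation between its genes. Some listed genes had been seen in the paper's Fig. 6, which comes from these libraries, so their changes were known beforehand. They include Pmepa1, Smad9, Fst, Actn3, Mfap4, Kera, Ptx4, Col2a1, Matn3, Oas3 and Gbp6.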

In order to uncover the transcriptional changes that underlie the phenotypic rescue by ACVR2B/Fc, RNA from the quadriceps and TA of WT and R6/2 mice at 12 weeks of age that had been treated with either vehicle or ACVR2B/Fc was sequenced (n = 10/treatment group). Dysregulated gene analysis (DESeq. 2) was applied to identify genes for which there was a statistically significant change in expression (Benjamini-Hochberg adjusted *p* < 0.05). The transcriptional response of WT and R6/2 muscles to ACVR2B/Fc treatment was relatively comparable (Table S3). 

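ACVR2B/Fc moved a common set of genes in both genotypes. Ak4, a mitochondrial adenylate kinase, rose in all 4 comparisons, from 7.31 ± 2.10 to 22.1 ± 6.76 CPM in WT TA (SD, n = 10 each). Its log2 fold change was 1.18 in WT quadriceps (standard error 0.142), 0.95 in R6/2 quadriceps (0.135), 1.60 in WT TA (0.148) and 1.17 in R6/2 TA (0.143). Ddah1, which breaks down methylated arginines that block nitric oxide synthase, fell in all 4, with log2 fold changes of -1.26 and -1.07 in WT and R6/2 quadriceps and -1.10 and -1.05 in TA. Ccl21a, a chemokine of lymphatic endothelium that has near-identical copies in the mouse genome, also fell in all 4, by 1.78 on the log2 scale in R6/2 quadriceps (standard error 0.213). Ak4 (ENSMUSG00000028527) lies on chromosome 4 of GRCm38 from 101419277 to 101466995, and Ddah1 (ENSMUSG00000028194) on chromosome 3 from 145758675 to 145894277.

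In quadriceps, 247 genes changed in WT (156 higher, 91 lower) and 899 in R6/2 (578 higher, 321 lower). Of these, 106 changed in both genotypes, 70 higher and 36 lower in both and none in opposite directions, where independent lists would share 4.58 and 1.48. The same sign was found in R6/2 for 97.2% of the genes called in WT, and in WT for 79.8% of those called in R6/2. In TA, 475 genes changed in WT (221 higher, 254 lower) and 430 in R6/2 (230 higher, 200 lower), with 109 in common (64 higher, 45 lower, independent lists 2.58 and 2.58) and the same sign for 84.0% and 88.8%. Across all tested genes, which are not independent replicates, the log2 fold changes in the 2 genotypes had a Spearman rho of 0.286 in quadriceps and 0.212 in TA, and a Pearson r of 0.132 and 0.0301.

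The difference between the responses was tested directly for each gene. It was called for 2 genes in quadriceps, Slc15a5 and Fam57b, and for 1 in TA, the noncoding transcript B230312C02Rik, by edgeR's quasi-likelihood test, with 1395 and 1662 genes at an unadjusted p under 0.05. Fam57b, a ceramide synthase family member, did not pass in WT quadriceps (log2 fold change 0.03, adjusted p = 0.965) and rose in R6/2 quadriceps (0.94, standard error 0.122). DESeq2 called 37 and 16 genes for this difference, and edgeR with lane and series part as covariates called 0 in either muscle, with 1018 and 1408 genes at an unadjusted p under 0.05.

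These counts changed with the libraries and the covariates in the fit. Some libraries held transcripts of liver, pituitary or hair follicle. Without them, an alternative chosen after seeing the data, 354 genes (211 higher) were called in R6/2 quadriceps and 279 in WT TA, and over the genes called in either genotype with all libraries Pearson's r went from 0.146 to 0.401 in quadriceps and from -0.0639 to 0.339 in TA. Over the 520 and 641 genes called without those libraries, a set that changed with them, r was 0.675 and 0.496. With lane and series part as covariates, 88 and 235 genes were called in WT and R6/2 quadriceps and 172 and 305 in TA. On log2(FPKM + 1) with limma, the share of called genes that was higher was 43.4% of 136 in WT quadriceps, 11.2% of 2586 in R6/2 quadriceps, 12.4% of 474 in WT TA and 27.6% of 896 in R6/2 TA, and with relative log expression factors it was 66.5% of 388 in R6/2 TA.

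**Figure D1:**
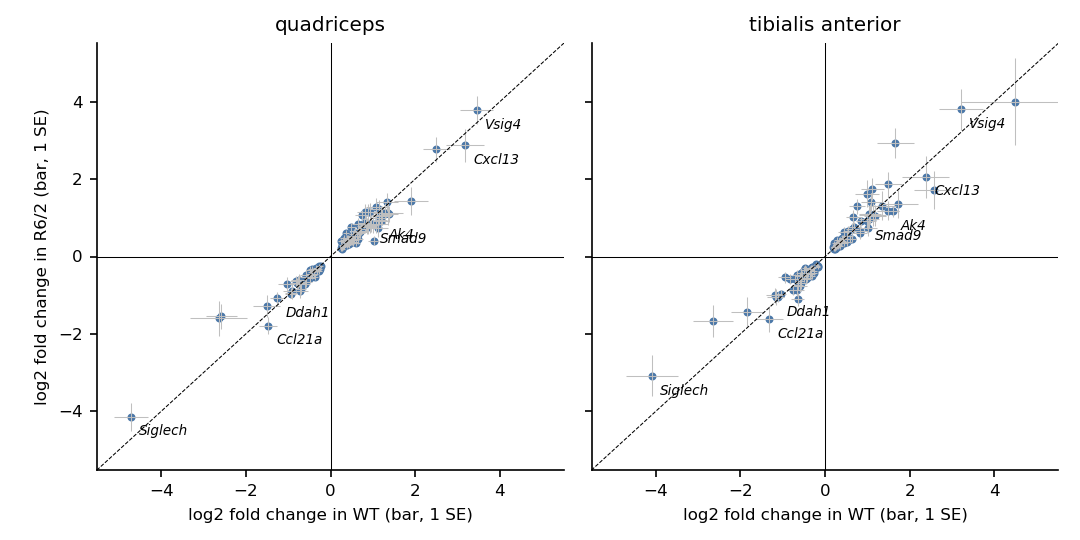
Log2 fold changes after ACVR2B/Fc in WT (horizontal axis) and in R6/2 (vertical axis) for the genes called in both genotypes, 106 in quadriceps and 109 in TA; bars are 1 standard error and the dashed line marks equal values. Every point lies in the quadrant where both values share a sign, with Ak4 above 0 on both axes and Ddah1 below 0.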

We did not see changes in the expression of genes controlled by SMAD 2/3-signaling. This is most likely because the RNAseq analysis was performed on tissue harvested one week after the last ACVR2B/Fc dose, by which time this response had diminished. 

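Most listed targets of SMAD2/3 did not pass the test after ACVR2B/Fc, and Pmepa1 was the one that fell most often. Pmepa1, a target that in turn dampens TGF-β signaling, fell in R6/2 quadriceps from 15.3 ± 2.66 to 9.36 ± 1.67 CPM (SD, n = 10 each), a log2 fold change of -0.71 (standard error 0.142, adjusted p = 0.00163 from edgeR's quasi-likelihood test). It also fell in R6/2 TA (-0.77, standard error 0.146) and in WT TA (-0.58, standard error 0.147, adjusted p = 0.0222 from the same test), and in WT quadriceps it did not pass (-0.43, adjusted p = 0.141). Tgfbi, a secreted matrix protein induced by TGF-β, fell in R6/2 quadriceps (-0.48, standard error 0.140). Of the 18 measured SMAD2/3 targets, 0 of 18 changed in WT quadriceps, where 3 had an unadjusted p under 0.05 and DESeq2 also called 0. In R6/2 quadriceps 2 fell (4 lower and 1 higher when adjusted over the list alone), in WT TA 1 fell (5 lower over the list alone) and in R6/2 TA 1 fell (3 lower and 1 higher). As a whole the list was not called in any of the 4 comparisons (adjusted p = 0.692, 0.42, 0.315 and 0.879 with an estimated correlation, in the same order).

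Single genes of the BMP branch rose, while most did not pass. Smad9, the BMP-regulated SMAD that follows BMP signals, rose in all 4 comparisons, with log2 fold changes of 0.96 in WT quadriceps (standard error 0.231), 0.84 in R6/2 quadriceps (0.205), 0.99 in WT TA (0.211) and 0.92 in R6/2 TA (0.202). Id2, a BMP target that blocks bHLH transcription factors, rose in R6/2 quadriceps (0.44, standard error 0.122) and R6/2 TA (0.56, 0.143), and Id1 in R6/2 TA (0.75, 0.214), while Id4 fell in WT TA (-0.72, 0.179). Of 10 measured BMP targets, 1 rose in WT quadriceps (1 higher and 1 lower over the list alone), 2 in R6/2 quadriceps (4 over the list alone) and 3 in R6/2 TA (3), and in WT TA 1 rose and 1 fell (2 higher and 1 lower). The adjusted p of the list was between 0.42 and 0.94 with an estimated correlation.

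Components of the pathway itself changed too. Fst, which encodes the activin- and myostatin-binding protein follistatin, fell in WT quadriceps (-0.94, standard error 0.140), R6/2 quadriceps (-0.94, 0.137) and WT TA (-1.01, 0.189), and in R6/2 TA it did not pass (-0.57, adjusted p = 0.0925). Gdf11, the closest relative of myostatin, rose in WT quadriceps (0.49, standard error 0.124), R6/2 quadriceps (0.50, 0.119) and R6/2 TA (0.73, 0.160), and in WT TA it did not pass (0.40, adjusted p = 0.185). Of 20 measured components, 1 rose and 1 fell in WT quadriceps (1 and 1 over the list alone), 1 rose and 2 fell in R6/2 quadriceps (1 and 2), 3 fell in WT TA (4) and 2 rose and 2 fell in R6/2 TA (4 and 4).

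Pmepa1 (ENSMUSG00000038400) lies on chromosome 2 of GRCm38 from 173224458 to 173276533, Smad9 (ENSMUSG00000027796) on chromosome 3 from 54755582 to 54801257 and Fst (ENSMUSG00000021765) on chromosome 13 from 114452290 to 114458951. With lane and series part as covariates, SMAD2/3 targets were called in R6/2 TA (1 lower) and 0 were called in the other comparisons, and 0 of 10 BMP targets were called in any. The libraries were taken 1 week after the last dose, by the paper's account, and no earlier time was sequenced.

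**Figure D2:**
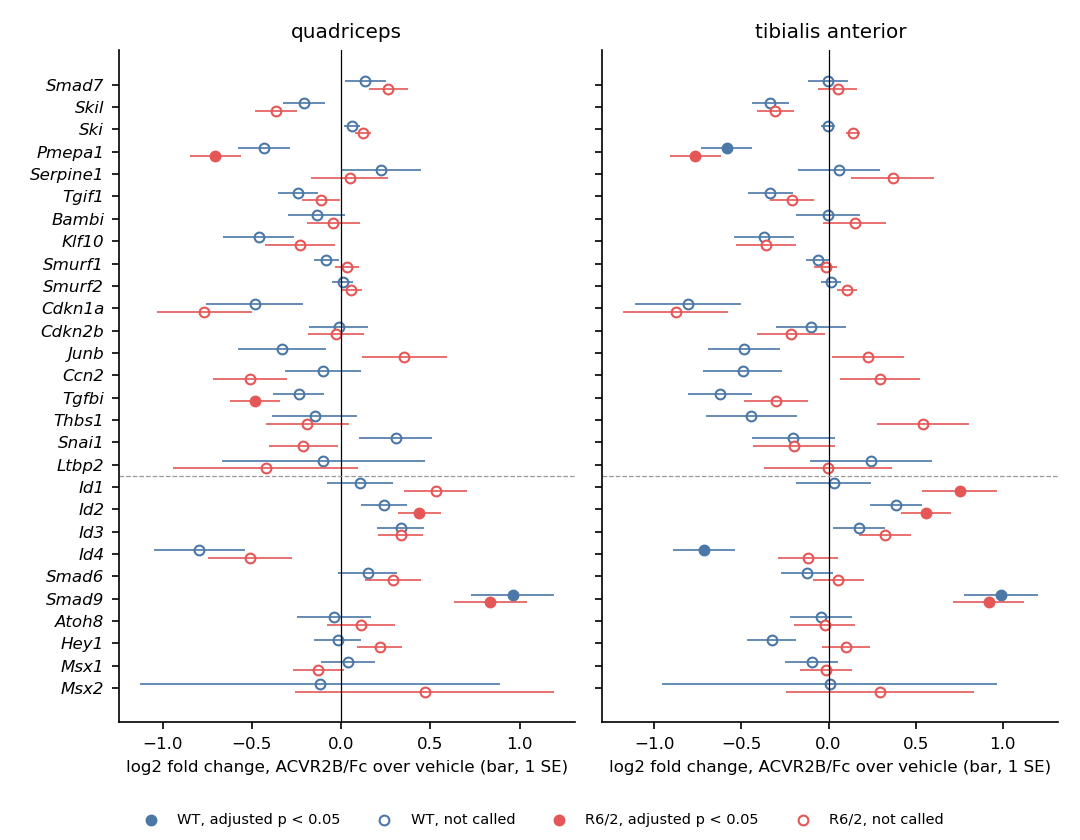
Log2 fold change after ACVR2B/Fc (horizontal axis; bar, 1 standard error) of each measured SMAD2/3 target (above the dashed line) and BMP target (below it), in WT (blue) and R6/2 (red), for quadriceps and TA. Filled points passed an adjusted p of 0.05; Pmepa1 is filled at -0.71 in R6/2 quadriceps, and Smad9 is filled above 0 in all 4 comparisons.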

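Several contractile genes of fast fibres rose after ACVR2B/Fc in R6/2 quadriceps, and few passed in the other comparisons. In R6/2 quadriceps, 9 of 15 measured fast fibre genes rose and none fell (12 rose when adjusted over the list alone). Mylpf, the regulatory light chain of fast myosin, had a log2 fold change of 0.44 (standard error 0.0918), Tnni2 and Tnnc2, subunits of fast troponin, had 0.43 and 0.45 (standard errors 0.0914 and 0.0858), and Actn3, the actin crosslinker of fast fibres, had 0.65 (standard error 0.105). Mylpf also rose in WT quadriceps (0.43, standard error 0.0945) and WT TA (0.42, standard error 0.0848). In WT quadriceps 1 of 15 fast fibre genes rose (5 over the list alone), in WT TA 3 (6) and in R6/2 TA 1 (4). The list as a whole was not called: the adjusted p was 0.117 in R6/2 quadriceps, 0.575 in WT quadriceps, 0.427 in WT TA and 0.879 in R6/2 TA, all with an estimated correlation. Without the libraries that held transcripts of another tissue, an alternative chosen after seeing the data, 5 fast fibre genes rose in R6/2 quadriceps, 1 in WT TA and 0 in R6/2 TA.

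Few genes of energy metabolism passed the test one by one. Of 24 genes of glycolysis and glycogen metabolism, 2 rose in R6/2 quadriceps (5 over the list alone): Ldha, lactate dehydrogenase A (log2 fold change 0.37, standard error 0.0775), and Aldoa, the muscle aldolase (0.33). In R6/2 TA 2 fell (2 over the list alone): Gys1, muscle glycogen synthase (-0.32, standard error 0.0902), and Pfkm, muscle phosphofructokinase (-0.28, standard error 0.0797). In WT muscles edgeR called 0 of 24, with 8 genes in quadriceps and 4 in TA at an unadjusted p under 0.05, and DESeq2 called 0 and 1. Of 58 genes of the respiratory chain, edgeR called 0 in all 4 comparisons, with 0, 16, 3 and 2 genes at an unadjusted p under 0.05 in WT and R6/2 quadriceps and WT and R6/2 TA, and DESeq2 called 4 in R6/2 quadriceps and 0 elsewhere. Of 16 genes of the tricarboxylic acid cycle, 1 fell in R6/2 TA (1 over the list alone) and 0 were called by edgeR elsewhere, with 1, 5 and 2 at an unadjusted p under 0.05 in WT and R6/2 quadriceps and WT TA, and DESeq2 called 1 in WT TA. Vldlr, a receptor for triglyceride-rich lipoproteins, rose in R6/2 quadriceps (0.37, standard error 0.0778), R6/2 TA (0.32) and WT TA (0.31).

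Polyamine metabolism was the only list of 35 that was called as a whole after treatment (adjusted p = 0.0273 with an estimated correlation in WT quadriceps, and from 0.000159 to 0.11 over 4 alternatives, the highest without the libraries with transcripts of another tissue). There 3 of 10 genes rose (4 over the list alone): Odc1, ornithine decarboxylase, which makes putrescine (0.52, standard error 0.104), Sms, spermine synthase (0.38), and Oaz2, an antizyme that holds ornithine decarboxylase in check (0.23). Sms also rose in R6/2 quadriceps (0.38), WT TA (0.44) and R6/2 TA (0.35). Tendon genes went the other way in R6/2 quadriceps, where 6 of 9 fell (8 over the list alone), among them Tnmd, tenomodulin (-0.79, standard error 0.211), and Scx, the transcription factor of tendon cells (-1.08, standard error 0.148). The adjusted p of that list was 0.117 with an estimated correlation. With lane and series part in the fit, 7 fast fibre genes rose in R6/2 quadriceps and 1 tendon gene fell. Odc1 (ENSMUSG00000011179) lies on chromosome 12 of GRCm38 from 17544794 to 17551505, and Mylpf (ENSMUSG00000030672) on chromosome 7 from 127208890 to 127214298.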

The gene ontology (GO) terms associated with the few hundred transcripts whose expression levels were altered in response to treatment, in both WT and R6/2 mice, were broadly related to muscle function and energy metabolism (Tables S3 and S4).

The comparison of gene expression levels in the quadriceps and TA of R6/2 as compared to WT mice indicated that approximately a half of all genes were dysregulated in these muscles (Table S3). 

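Fast fibre, glycolytic and calcium handling genes were lower in R6/2 muscle, most interferon response genes were higher, and denervation-linked genes went both ways (8 of 16 higher and 3 lower in each muscle). All 15 measured fast fibre genes fell in both muscles, with a median log2 fold change of -1.73 in quadriceps and -1.57 in TA. Tnnt3, the fast isoform of troponin T, fell by 1.73 on the log2 scale in quadriceps (standard error 0.0745, adjusted p = 7.43e-21 from edgeR's quasi-likelihood test) and by 1.51 in TA (standard error 0.0602), and every R6/2 vehicle library lay below every WT vehicle library. Pvalb, the calcium buffer parvalbumin, had log2 fold changes of -2.12 and -1.91, and Actn3 had -1.98 and -2.22. Of 24 genes of glycolysis and glycogen metabolism, 21 fell and 1 rose in quadriceps and 22 fell in TA, with the same counts over the list alone. Pgam2, the muscle phosphoglycerate mutase, had log2 fold changes of -1.77 and -1.64 (standard errors 0.0862 and 0.0891), and Ldha had -1.67 and -1.55. Both lists were called as a whole, each with an adjusted p of 0.0113 in quadriceps and 0.0195 in TA with an estimated correlation. Of 19 genes of excitation-contraction coupling, 19 fell in quadriceps and 18 in TA (adjusted p = 0.0281 and 0.02 with an estimated correlation), and on log2(FPKM + 1) 7 and 6 of them fell and 4 and 4 rose. Cacna1s, the voltage sensor of the transverse tubule, had log2 fold changes of -1.12 and -1.07, and Ryr1, the calcium release channel, had -0.95 and -0.99.

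Oxidative genes were lower with TMM scaling. Of 58 genes of the respiratory chain and ATP synthase, 57 fell in quadriceps and 53 in TA (57 and 56 over the list alone), but on log2(FPKM + 1) 33 and 25 of them were higher and 1 and 5 lower, and neither list was called (adjusted p = 0.165 and 0.316 with an estimated correlation). Sdhb, a subunit of complex II, had log2 fold changes of -0.69 and -0.78. Of 16 genes of the tricarboxylic acid cycle, 14 and 13 fell (14 and 16 over the list alone; 9 and 7 higher and 1 lower in each with FPKM; adjusted p = 0.165 and 0.215 with an estimated correlation). Of 31 proteasome subunits, 22 fell in quadriceps (23 over the list alone) and 7 fell and 1 rose in TA, while with FPKM 30 were higher in each muscle (adjusted p = 0.651 and 0.847 with an estimated correlation).

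The genes that rose included 12 of 12 of the interferon response in quadriceps and 10 of 12 in TA (12 and 11 over the list alone; adjusted p = 0.15 and 0.352 with an estimated correlation). Irf7, a transcription factor that amplifies interferon signals, had log2 fold changes of 1.94 (standard error 0.201) and 1.44 (0.190). Of 16 genes of denervation and the neuromuscular junction, 8 rose and 3 fell in each muscle (10 and 3 over the list alone in quadriceps, 8 and 3 in TA; adjusted p = 0.206 and 0.388 with an estimated correlation). Musk, the receptor kinase of the synapse, rose from 6.91 ± 3.81 CPM (SD, n = 9) to 32.1 ± 9.85 CPM (SD, n = 10) in quadriceps, with log2 fold changes of 2.22 (standard error 0.193) there and 2.77 (0.175) in TA, Chrna1, an acetylcholine receptor subunit, rose by 1.38 and 1.70, and Chrne, the adult receptor subunit, fell by 0.59 in quadriceps (standard error 0.128). Of 8 satellite cell markers, 6 and 5 rose (6 over the list alone in quadriceps, 5 with 1 lower in TA; adjusted p = 0.165 and 0.352 with an estimated correlation), among them Sdc4, syndecan 4 (0.67 and 0.84). Large changes of single genes included those of Ddc, aromatic amino acid decarboxylase (4.06 and 3.74), and of Fgfbp1, which releases fibroblast growth factors from the matrix (-6.00 and -6.71).

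In all, 8083 genes (41.0% of those tested) differed in quadriceps, 4428 higher and 3655 lower, and 7817 (39.7%) in TA, 4144 higher and 3673 lower. With a fold over 1.5, 3240 and 3276 remained. On log2(FPKM + 1), where the median of all genes lies above 0 as given earlier, 13458 and 11874 genes were called and 95.5% and 94.1% of them were higher. Tnnt3 (ENSMUSG00000061723) lies on chromosome 7 of GRCm38 from 142498836 to 142516009, Pgam2 (ENSMUSG00000020475) on chromosome 11 from 5801640 to 5803733, Cacna1s (ENSMUSG00000026407) on chromosome 1 from 136052750 to 136119822, Irf7 (ENSMUSG00000025498) on chromosome 7 from 141262706 to 141266481 and Musk (ENSMUSG00000057280) on chromosome 4 from 58285960 to 58374303.

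**Figure D3:**
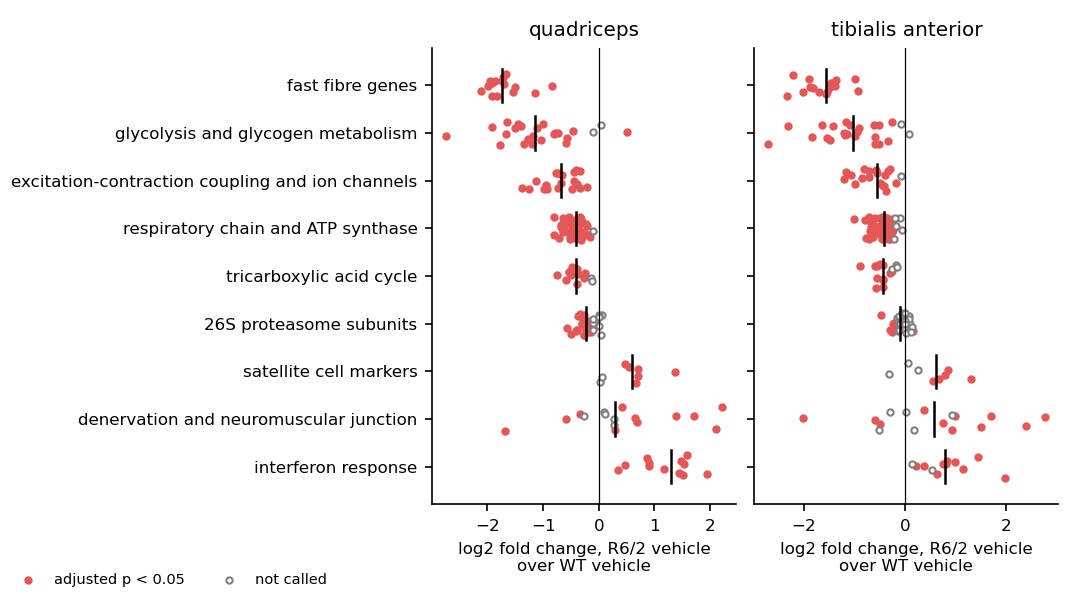
Log2 fold change of R6/2 vehicle over WT vehicle (horizontal axis) of each measured gene of 9 lists (rows) in quadriceps and TA, with TMM scaling; filled points passed an adjusted p of 0.05 and the black line is the list's median. The 15 fast fibre genes lie below 0 in both muscles, and the 12 interferon response genes lie above 0 in quadriceps; with FPKM more respiratory chain, tricarboxylic acid cycle and proteasome genes were higher than lower.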

We next analysed the effect of ACVR2B/Fc treatment on the extent of transcriptional dysregulation in R6/2 TA and quadriceps. We found that the expression level of only a very small number of R6/2-dysregulated genes was changed (cut off of 1.5 fold change and adjusted to *p* < 0.05) (detailed in Fig. 6 and Table S4). 

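Actn3, Chrnb1 and Sln were among the few genes that were dysregulated in R6/2 muscle and changed again with ACVR2B/Fc. In quadriceps, 469 genes were called for both genotype and treatment, 168 of them higher in R6/2 and lowered by treatment, 215 lower and raised, 62 higher and raised and 24 lower and lowered. In TA, 267 were called for both, in counts of 83, 84, 51 and 49 in the same order. With a fold over 1.5 required in both comparisons, 123 genes remained in quadriceps, 3.80% of the 3240 genes dysregulated at that fold, and 71 in TA, 2.17% of 3276. Chrnb1, an acetylcholine receptor subunit that denervation raises, fell with treatment in R6/2 quadriceps (log2 fold change -0.45, standard error 0.0806) and R6/2 TA (-0.59, standard error 0.0969, adjusted p = 0.000314 from edgeR's quasi-likelihood test), after being higher in R6/2 by 0.68 and 0.76.

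Both comparisons use the same R6/2 vehicle libraries, so their chance values are shared with opposite signs. Over genes with a mean of at least 1 CPM, the genotype and treatment log2 fold changes had r = -0.124 in quadriceps and -0.255 in TA, where unchanged groups simulated against the same libraries gave -0.488 and -0.532, and r = -0.0821 and -0.116 when the vehicle libraries were split in 2. The covariance was -0.0264 in quadriceps (simulated -0.016, a difference of -0.0105) and -0.0351 in TA (simulated -0.0246, a difference of -0.0105). Independent lists of these sizes would share 72.1 genes higher and lowered and 107.2 lower and raised in quadriceps, and 42.1 and 42.9 in TA. With the vehicle libraries split, 53.5 and 66.5 genes were found in quadriceps and 10.0 and 15.0 in TA. Genes higher and raised and lower and lowered then numbered 17.5 and 11 in quadriceps and 13.5 and 12 in TA. In TA that was about as many as moved toward WT. Each contrast then held fewer vehicle libraries, so these counts cannot be set against those of the independent lists.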

In some cases, administration of ACVR2B/Fc restored the expression levels of dysregulated genes toward WT levels, but in others, the extent to which genes were dysregulated was increased (Fig. 6, Table S4). Therefore, inhibition of signaling through the ActRIIB receptor had very little impact on the disease-related transcriptional dysregulation in these two muscles. 

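The genes that moved toward WT levels in quadriceps included genes of matrix and bone, and those that moved away included the calcium pump inhibitor sarcolipin. In quadriceps 96 genes moved toward WT, 52 raised and 44 lowered, and 27 moved away, 22 raised and 5 lowered. Col1a1, a fibrillar collagen, and Postn, a matrix protein of injured tissue, were higher in R6/2 quadriceps (log2 fold changes 0.78 and 1.36). With treatment they fell (-0.72, standard error 0.218, and -0.78, standard error 0.228), in the comparison in which tendon genes fell as well. The bone genes Bglap (3.77 and -2.7) and Ibsp (3.49 and -3.48) and the granulocyte gene Ngp (4.87 and -2.98) moved the same way. The cartilage collagen gene Col9a1 went the other way (-1.19 and 1.17). Bglap, Ibsp, Ngp and Col9a1 were named after their values were seen. Whether such changes arose in muscle itself was not tested. Ncam1, an adhesion molecule of denervated fibres, was higher by 0.65 and fell by 0.68 (standard error 0.146). Ppp1r1a, an inhibitor of protein phosphatase 1, went from 57.4 ± 13.9 CPM in WT vehicle (SD, n = 9) to 20.5 ± 4.90 in R6/2 vehicle and 36.7 ± 6.18 in treated R6/2 (SD, n = 10 each). Bdnf, brain-derived neurotrophic factor, was lower in R6/2 quadriceps (-0.76) and rose with treatment (1.16, standard error 0.194, adjusted p = 2e-04 from edgeR's quasi-likelihood test).

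In TA 48 genes moved toward WT, 40 raised and 8 lowered, and 23 moved away, 18 raised and 5 lowered. Ces1d, a carboxylesterase that acts on triglycerides, was lower in R6/2 TA (-2.44) and rose with treatment (1.38, standard error 0.203). Bdnf and Ppp1r1a rose there too (0.97, standard error 0.240, and 0.83, standard error 0.149). Mb, myoglobin, was lower in R6/2 TA (-1.85) and fell further (-0.85, standard error 0.203).

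Sln, which encodes sarcolipin, an inhibitor of the calcium pump of the sarcoplasmic reticulum, moved away in both muscles. It was higher in R6/2 by 2.73 in quadriceps (standard error 0.375) and 4.09 in TA (0.382) and rose again with treatment, by 1.38 (0.320) and 1.12 (0.308), to 25.0 ± 9.81 CPM in quadriceps (SD, n = 10). Igfn1, a sarcomeric protein, was lower in R6/2 and fell again, by 1.41 in quadriceps (standard error 0.391) and 1.79 in TA (0.415). Sln (ENSMUSG00000042045) lies on chromosome 9 of GRCm38 from 53850164 to 53854560.

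Of the genes that moved toward WT, 28 of 96 in quadriceps and 21 of 48 in TA still differed from WT vehicle after treatment. The median gene covered 81.9% of its distance to WT in quadriceps and 68.5% in TA, a value that the shared vehicle libraries can raise. Genes of liver were among those that moved toward WT in quadriceps, where 2 treated R6/2 libraries held liver transcripts. Without the libraries with transcripts of another tissue, chosen after seeing the data, 61 genes moved toward WT in quadriceps and 13 away, and with lane and series part as covariates 38 moved toward and 1 away.

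**Figure D4:**
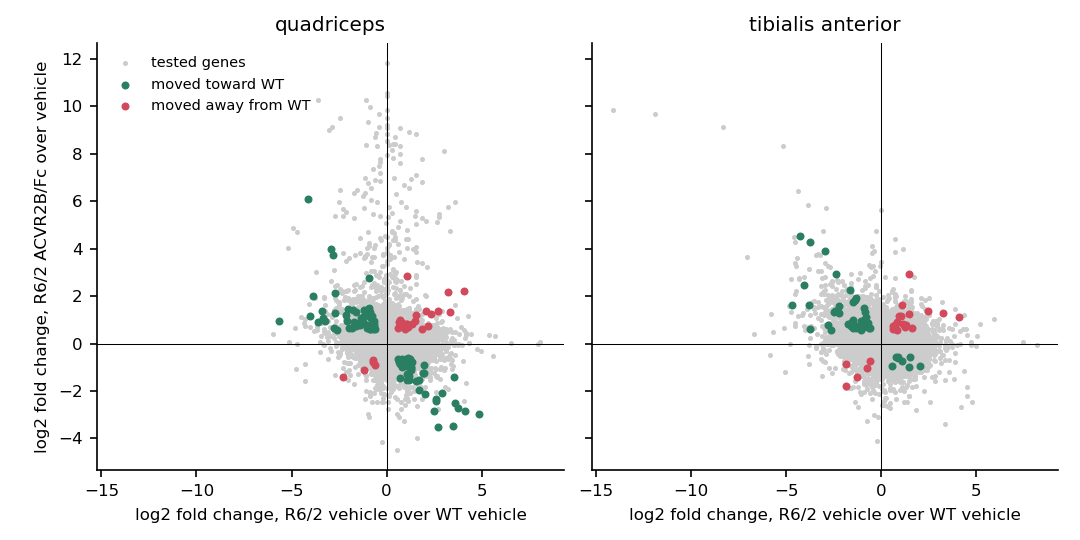
Log2 fold change of R6/2 vehicle over WT vehicle (horizontal axis) and of R6/2 ACVR2B/Fc over R6/2 vehicle (vertical axis) for all tested genes (grey) in quadriceps and TA. Genes that moved toward WT are green (96 in quadriceps and 48 in TA) and those that moved away are red (27 and 23).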

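After ACVR2B/Fc, R6/2 muscle still had lower levels of fast contractile and glycolytic transcripts than WT vehicle. Lower in treated R6/2 muscle were all 15 fast fibre genes in both muscles (median log2 fold change -1.33 in quadriceps and -1.45 in TA), 21 of 24 glycolytic genes in quadriceps (1 higher) and 23 in TA, and 18 of 19 genes of excitation-contraction coupling in each muscle. All 3 lists were called as a whole in both muscles, with adjusted p of 0.0236, 0.0236 and 0.0385 in quadriceps (the last from 4.22e-13 to 0.0585 over 4 alternatives, the highest without the libraries with transcripts of another tissue) and 0.0159 for each in TA with an estimated correlation; on log2(FPKM + 1) 8 and 9 genes of excitation-contraction coupling were lower and 2 and 3 higher. Tnnt3 had log2 fold changes of -1.32 and -1.29 (standard errors 0.0738 and 0.0598), and Pgam2 had -1.56 and -1.72. Of 58 respiratory chain genes, 51 and 52 were lower (52 and 54 over the list alone; 29 and 15 higher and 1 and 11 lower with FPKM; adjusted p = 0.317 and 0.233 with an estimated correlation).

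Interferon response genes and Musk were still higher. Of the former, 12 of 12 were higher in quadriceps (adjusted p = 0.0392 with an estimated correlation, and from 2.31e-13 to 0.0667 over the same alternatives) and 10 in TA (0.139), with Irf7 at log2 fold changes of 2.44 and 1.75. Musk had 2.06 and 2.60 (standard errors 0.192 and 0.175). Of 9 macrophage markers, 1 was higher in vehicle-treated R6/2 quadriceps (0 over the list alone). In treated R6/2, 7 were higher in quadriceps and 1 in TA (7 and 1 over the list alone, adjusted p = 0.715 and 0.927 with an estimated correlation). Among them were the complement genes C1qb (0.90, standard error 0.163) and C1qa (0.69, standard error 0.159) in quadriceps. These counts are all against WT vehicle and do not test treatment itself.

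In all, 8103 genes differed between treated R6/2 and WT vehicle in quadriceps (4450 higher, 3653 lower) and 8132 in TA (4300 higher, 3832 lower). On log2(FPKM + 1) the counts were 12432 and 11778, with 94.4% and 92.7% higher. Of the genes called in vehicle-treated R6/2, 6383 in quadriceps and 6330 in TA were called again in the same direction. Both comparisons use the same WT vehicle libraries. The covariance of their log2 fold changes was 0.240 in quadriceps and 0.266 in TA, where unchanged groups against the same libraries gave 0.0171 and 0.0215, so that differences of 0.223 and 0.244 remained. Their r was 0.751 and 0.894 (simulated 0.516 and 0.483), and 0.698 and 0.667 when the WT vehicle libraries were split in 2. Independent lists would share 1000.1 genes higher in both and 677.7 lower in both in quadriceps, where 3400 and 2983 were found, and 904.4 and 714.4 in TA, where 3415 and 2915 were found. With the WT vehicle libraries split in 2, and so fewer in each contrast, the counts were 2212.5 and 2209 in quadriceps and 2483 and 2122 in TA.

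From the few R6/2-dysregulated genes that treatment changed, some toward and some away from WT levels (Fig. 6), the paper concludes that blocking the ActRIIB receptor had very little impact on disease-related transcription in these muscles. It proposes that changes in SMAD2/3 targets were not seen because the response had diminished by the time the tissue was taken.

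**Figure D5:**
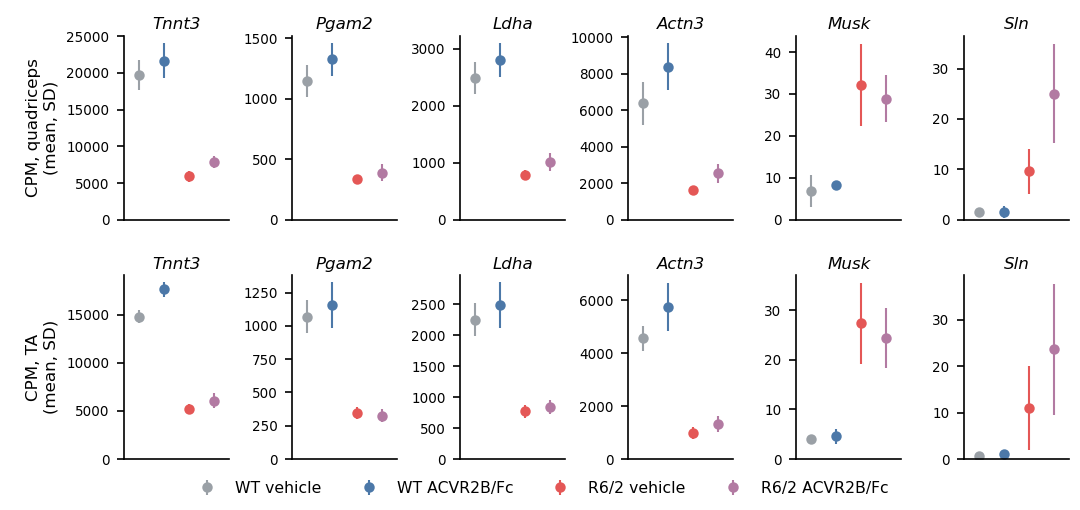
Mean and SD in CPM (vertical axes, each from 0) of Tnnt3, Pgam2, Ldha, Actn3, Musk and Sln in WT vehicle, WT ACVR2B/Fc, R6/2 vehicle and R6/2 ACVR2B/Fc, in quadriceps (upper panels) and TA (lower panels); n = 10 per group, or 9 for WT vehicle quadriceps. In quadriceps, Actn3 was lower in R6/2 vehicle than in WT vehicle and partly higher again after treatment, and Sln was highest in treated R6/2, at 25.0 CPM.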

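Genes that vary together across the libraries fell into modules, and in quadriceps that of fast fibre and glycolytic genes rose after ACVR2B/Fc. A quadriceps module of 517 genes led by Pgam2, Pgm1, Ldha, Pvalb and Tnnt3 held 13 of 13 fast fibre genes (adjusted p = 7.68e-12 from Fisher's exact test) and 11 of 11 glycolytic genes (4.99e-10) that were among the genes clustered. Its eigengene, which sums up the module in each library, rose after treatment in WT by 0.0314 (SD between libraries 0.0244; adjusted p = 0.00831, exact permutation test, two-sided, n = 10 and 9) and in R6/2 by 0.0396 (SD 0.0321; adjusted p = 0.0163, permutation test, n = 10 each). Without the libraries with transcripts of another tissue, chosen after seeing the data, the rise in R6/2 was 0.0366 (adjusted p = 0.074, permutation test, n = 7 and 9), so that its size stayed while fewer libraries were compared. A quadriceps module of 152 genes led by Cdk1, Top2a, Esco2, Ckap2 and Mki67, genes of dividing cells, rose in WT by 0.128 (SD 0.0959; adjusted p = 0.0052, exact permutation test) and did not pass in R6/2 (0.0731, SD 0.150; adjusted p = 0.422, permutation test).

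A TA module of 1006 genes held 14 of 14 fast fibre genes (adjusted p = 2.68e-08, Fisher's exact test) and 11 of 11 glycolytic genes (1.7e-06), but also 8 of 9 slow fibre genes (0.00105), 7 of 9 collagen and matrix genes, 7 of 9 tendon markers (0.00652 each) and 6 of 6 erythroid markers (0.00212). It did not pass in WT (0.0027, adjusted p = 0.811, permutation test) or R6/2 (0.0207, 0.335). In TA a module of 137 genes led by Cadps, Mlc1, Sult4a1, Syt5 and Snap25, genes of neurons and glia, fell in WT by 0.211 (SD 0.207; adjusted p = 0.00931, permutation test). Much of that fall came from WT vehicle replicates 7 and 10, with eigengenes of 0.593 and 0.571, and without the libraries with transcripts of another tissue, which include both, it was 0.102 (adjusted p = 0.0441, permutation test). Another TA module also passed in WT and is not described here. A TA module of 35 genes led by Gm25679 and the small nuclear RNA gene Rnu1a1 fell in R6/2 by 0.195 (adjusted p = 0.0109, permutation test), and by 0.161 without those libraries (adjusted p = 0.0953, permutation test, n = 6 and 9).

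Other modules followed genotype, fibre type or other tissues. A quadriceps module of 579 genes led by Gm12695, Igsf1 and Ddc held 8 of 8 interferon response genes (adjusted p = 7.06e-07, Fisher's exact test), one of 42 genes held 12 of 13 slow fibre genes (3.24e-23), one of 110 genes held 6 of 6 adipocyte markers (2.82e-09), and one of 263 genes was led by genes of liver. Of the genes that lead a module, those on no list, Igsf1 and Ddc apart, were named after their values were seen.

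The modules were built on log2 CPM of the 5000 most variable genes of each muscle with a signed correlation, average linkage and one cut height per muscle. The power of 30 to which the correlation was raised and the merging of eigengenes with r over 0.7 are those of the paper. They numbered 6 in quadriceps with 1663 genes and 9 in TA with 2852 genes. P-values were adjusted over the modules of each muscle and comparison, and those of lists over all pairs of module and list in a muscle, of which 5 passed in quadriceps and 10 in TA.

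**Figure D6:**
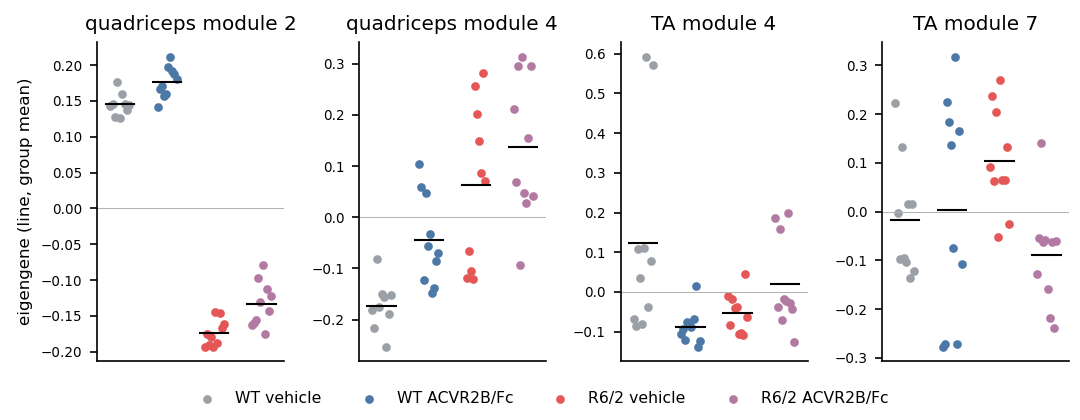
Eigengene of 4 modules (vertical axes, one point per library, line at the group mean) in WT vehicle, WT ACVR2B/Fc, R6/2 vehicle and R6/2 ACVR2B/Fc: quadriceps modules of 517 and 152 genes and TA modules of 137 genes and of 35 genes (module 7). In the module of 517 genes the WT means differ by 0.0314 and the R6/2 means by 0.0396, against a much larger gap between genotypes.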

We applied weighted gene correlation network analysis (WGCNA), in an attempt to uncover subtle changes in transcriptional regulation, which might not have been picked up by DESeq. 2, however, this did not reveal any additional GO terms (Tables S5 and S6).

**Figure 6:**
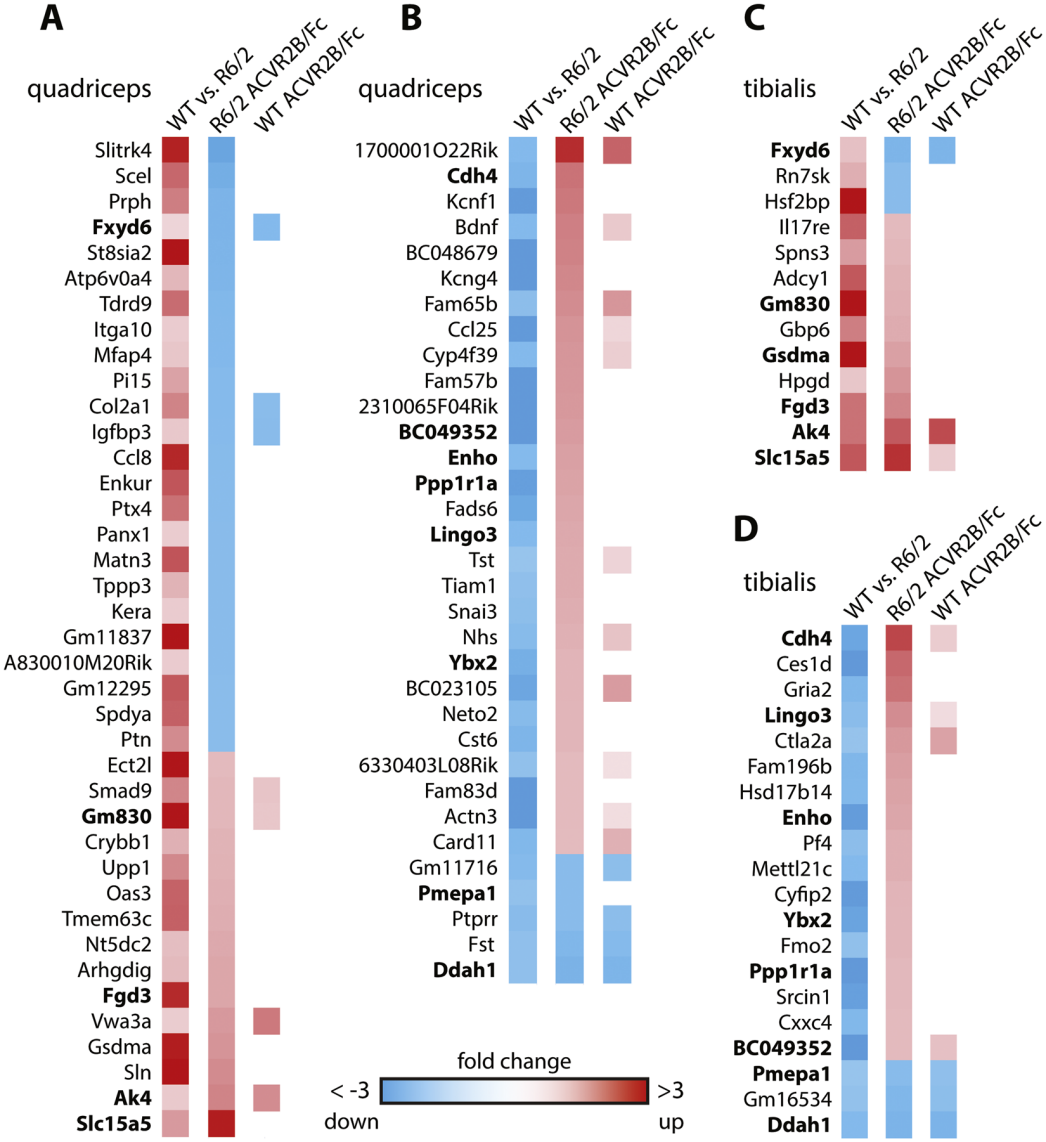
The effect of ACVR2B/Fc treatment on genes that are dysregulated in R6/2 muscle. The first column in each panel indicates the change in gene expression in R6/2 muscle as compared to WT. Red squares represent an increase and blue squares, a decrease in expression levels. The second column represents the change in gene expression levels in R6/2 muscle in response to ACVR2B/Fc treatment and the third column indicates when a gene in WT muscle was also significantly changed in response to treatment. All of the depicted genes were changed to statistically significant levels (adjusted *p* < 0.05) with a fold change greater than 1.5. Genes in bold were changed in both quadriceps and tibialis anterior. The panels represent genes that are (**A**) increased or (**B**) decreased in the quadriceps and (**C**) increased or (**D**) decreased in the tibialis anterior of R6/2 mice as compared to WT. RNAseq was performed on RNA extracted from n = 10 mice/treatment group.

## Discussion

Pathophysiological alterations in skeletal muscle contribute to the phenotypes exhibited by mouse models of HD (for review see^28^). Here we have shown that treatment with a soluble ActRIIB receptor (ACVR2B/Fc) completely prevented skeletal muscle atrophy and body weight loss from occurring in the R6/2 HD mouse model. Treatment prevented the onset of skeletal muscle weakness, contractile abnormalities and the loss of functional motor units in EDL muscles. Remarkably, ACVR2B/Fc treatment also delayed the age at which R6/2 mice reached end-stage disease.

The deposition of aggregated forms of the HTT protein is the earliest phenotype to have been reported in the skeletal muscle of HD mouse models^36^, and therefore it was important to determine whether treatment with ACVR2B/Fc might have modulated this process, which would potentially be indicative of disease modifying properties. However, our assessment of the comparative levels of HTT aggregation turned out to be more complicated than anticipated. Our routine approach to measuring HTT aggregation, using the Seprion ELISA, suggested that ACVR2B/Fc treatment might have decreased the HTT aggregate load. However, this interpretation was complicated by two factors: the ACVR2B/Fc induced hypertrophy resulted in a lower density of nuclei in the treated muscle, potentially diluting the levels of both nuclear and cytoplasmic aggregates; second, the satellite cell pool was greater in vehicle than in ACVR2B/Fc treated muscle reflecting attempts by the R6/2 muscle at regeneration in response to mutation-induced pathogenic processes. In fact, our immunohistochemical analyses indicated that the levels of aggregation in the vehicle and ACVR2B/Fc treated muscles were relatively comparable, although the size and frequency of nuclear inclusions differed. The ACVR2B/Fc treated muscle had a lower density of nuclei, of which a higher percentage contained larger nuclear inclusions than in the vehicle treated samples. It is possible that replenishment of the satellite cell pool in vehicle-treated R6/2 muscle provided a source of ‘younger’ nuclei in which the aggregation process was less well advanced. A more detailed analysis of the effect of ACVR2B/Fc on HTT aggregation requires a much better baseline understanding of this process in skeletal muscle and is beyond the scope of this study at the present time.

Inhibition of myostatin/activin A signaling activated a relatively comparable transcriptional program in both WT and R6/2 mice to increase muscle protein synthesis and decrease the degradation of muscle proteins. The gene ontology terms associated with these changes were broadly associated with muscle function and energetics. Our RNAseq transcriptome analysis showed that approximately one half of all genes were dysregulated in the R6/2 TA and quadriceps at 12 weeks of age as compared to wild type. In light of the complete restoration of muscle mass and strength, it was surprising that we found such little evidence of an improvement in this HD-associated transcriptional dysregulation. However, this result was compatible with the fact that ACVR2B/Fc treatment did not prevent HTT aggregation in nuclei.

The mouse models in which skeletal muscle phenotypes have been described all carry highly expanded CAG repeats and represent the severe forms of HD with symptom onset occurring in childhood or adolescence. Therefore, is there any evidence that these preclinical findings will be applicable to HD patients with CAG repeat expansions that cause the adult onset form of the disease? Although studies are limited, impairments in skeletal muscle function have been reported in this patient group. Muscle strength has only been assessed in one study. This used a hand-held dynamometer to measure the isometric muscle strength in six lower limb muscle groups and found that people with HD had, on average, half the strength of healthy matched controls and that muscle strength significantly correlated with stage of disease as measured by UHDRS (unified Huntington’s disease rating scale) scores^41^. Strikingly, myopathy was reported to be the first HD-related symptom in a semi-professional marathon runner, which occurred years before the appearance of other neurological symptoms^42^. Most mechanistic studies of the skeletal muscle pathophysiology of HD patients have focused on mitochondrial function and energy metabolism. These have revealed a decreased oxidative capacity^43,44^ and lower anaerobic threshold^45^ than in control subjects and deficits in complex II/III activity of mitochondrial respiratory chain^46^, although normal mitochondrial function has recently been reported in presymptomatic mutation carriers^47^. Gene expression profiling of the RNA from HD patient skeletal muscle biopsies revealed the beginnings of a transition from fast twitch to slow twitch fibres^23^, consistent with that observed in the mouse models^19,23^. Histological studies have been very limited, often being restricted to the analysis of a single patient, and have reported: multiple centralized nuclei^44^, non-specific myopathic changes^48^, an abnormal pattern of HTT staining^44^ and the presence of nuclear inclusions^46^. A systematic longitudinal study of muscle function and pathology at all clinical stages of HD is clearly warranted.

In general, systematic muscle wasting is associated with weakness, fatigue, frailty, insulin resistance, bone fracture, disability and death^32^. In HD, muscle atrophy and weakness would be expected to exacerbate physical inactivity, which could in turn increase the rate of atrophy^41^. It may contribute to the frequency of falls and accelerate the loss of independent mobility and the use of a wheelchair. It could also lead to an increase in HD-associated apathy thereby contributing to cognitive decline. Myostatin inhibition in muscle has been shown to improve metabolism, effects that may also be beneficial to individuals with HD^49^. Therefore, although our data suggest that inhibition of myostatin/activin A signalling would provide a symptomatic treatment rather than one targeting the underlying pathogenic basis of the disease, this may have considerable impact on the overall quality of life for HD patients in terms of increased mobility and a reduction in falls, as well as the cognitive and mood benefits that could arise through an increased exercise capacity^50,51^. Consistent with this approach, myostatin inhibitors are currently being tested in clinical trials as a symptomatic treatment for inclusion body myositis^34,52^ and have been proposed as treatments to target the periphery in amyotrophic lateral sclerosis^53^.

The development of agents that inhibit myostatin signalling has been an active area of research since the knock-out of myostatin was shown to induce muscle hypertrophy in mice^30^. These approaches fall into two main categories, those that specifically target myostatin e.g. anti-myostatin antibodies, or those that, like the ACVR2B/Fc soluble receptor used here, also inhibit signaling via its alternative ligands: activin A, growth differentiation factor 11 (GDF11) and bone morphogenic proteins (BMPs)^32^. Therapeutics that inhibit myostatin/activin A signaling are currently undergoing clinical trials for a wide range of indications which include sarcopenia, cancer cachexia, muscular dystrophy, sporadic inclusion body myositis and rehabilitation post-orthopedic surgery (for reviews, see^34,54^). The comparative safety, tolerability and efficacy of these modalities will soon have been established^34^ paving the way to the design of clinical trials to assess the benefits of myostatin inhibition in individuals with HD.

## Methods

### Mouse maintenance, breeding and genotyping

All animal care and procedures were performed in compliance with the regulation on the use of Animals in Research (UK Animals and Scientific Procedures Act of 1996 and the EU Directive of 2010/63/EU) with approval by the King’s College London Ethical Review Process Committee. Hemizygous R6/2 mice were bred by backcrossing R6/2 males to (CBA x C57BL/6) F1 females (B6CBAF1/OlaHsd, Harlan Olac, Bicester, UK). All animals had unlimited access to water and breeding chow (Special Diet Services, Witham, UK), and housing conditions and environmental enrichment were as previously described^55^. Mice were subject to a 12-h light/dark cycle. Genotyping of tail DNA by PCR and measurement of the CAG repeat length were performed as previously described^36^. Dissected tissues were weighed before being snap frozen in liquid nitrogen for molecular analyses and stored at −80 °C until further analysis.

### ACRB2R/Fc treatment

ACVR2B/Fc was prepared as previously described^56^ in a series of batches and stored at 4 °C in PBS as vehicle. It was administered weekly by subcutaneous injection at 10 mg/kg starting at 5 weeks of age. For most experiments, the last dose was given at 11 weeks of age and mice were sacrificed one week later at 12 weeks. Mice were randomized to treatment groups based on body weight, litter of origin and CAG repeat size and investigators were blind to genotype and treatment group throughout each trial. Body weight and/or grip strength were measured longitudinally for all experiments to ensure that all batches of ACVR2B/Fc had comparable efficacious effects (Table S7). A reduction in body temperature can be indicative of an adverse response to a treatment. Body temperature was monitored weekly using an infra-red temperature reader (ThermoScan Instant Thermometer, Braun) that was reproducibly positioned under the thorax. There was no change in body temperature (Fig. S1B), which taken together with other measures of appearance, indicated that the treatment was well-tolerated. For the assessment of ACVR2B/Fc treatment on end-stage disease, dosing continued weekly after 11 weeks of age until it was judged that a mouse had reached its humane end-point (Table S2). A summary of the mice used in each experiment and their CAG repeat size is listed in Table S7.

### Assessment of motor-related tasks

Grip strength was measured as previously described^57^. For the initial pilot study, fore-limb grip strength was measured using a San Diego Instruments Grip Strength Meter (San Diego, CA, USA) and for subsequent experiments, fore-limb grip strength and also the combined fore- and hind-limb grip strength were measured using a grip strength meter from Bioseb *in Vivo* Research Instruments. Mice were tested for motor co-ordination as previously described^58^ on an Ugo Basile accelerating rotarod (Linton Instruments, UK) that had been modified with a smooth rubber coating over the beam^55^. General ambulation was probed in square, plain white arenas (50 × 50 × 50 cm, Engineering Design Plastics Ltd, Cambridge, UK) for 30 min and behaviour was recorded through a video camera positioned above the apparatus. Activity (distance moved) was tracked and then analysed using Ethovision 7XT software (Noldus, Netherlands) as described^57^.

### Assessment of muscle function *in vivo*

Twelve week old female WT and R6/2 mice that had been treated with vehicle or ACVR2B/Fc were deeply anesthetized with isoflurane. The distal tendons of the tibialis anterior (TA) and extensor digitorum longus (EDL) muscles in both hindlimbs were dissected free and the isometric tension was recorded *in vivo* as described in detail elsewhere^35^. The contractile characteristics were determined by measuring the time taken (ms) for the muscle to elicit peak twitch tension (time to peak, TTP) and the time taken for the muscle to reach half relaxation from peak contraction (half relaxation time). Tetanic contractions were measured as previously described^35^ and recorded on a Lectromed Multitrace 2 recorder (Lectromed Ltd, UK). All parameters were measured using the Picoscope v5 and v6 software (Pico Technology, Cambridgeshire, UK). The number of functional motor units innervating the EDL muscles was determined as described previously^35^.

### Immunohistochemistry and lesser fibre diameter measurements

Muscles were dissected, embedded, frozen in isopentane and sectioned as previously described^59^. Immunohistochemical staining was performed using the Ventana Discovery XT instrument, using the Ventana DAB Map Kit (760–124). Anti-laminin (Sigma L9393) primary antibody incubation was for 1 h using a 1:1000 dilution. Swine anti- Rabbit (Dako E0353) secondary antibody incubation was for 32 min, using a 1:200 dilution. Slides were haematoxylin counterstained.

Analysis of laminin stained muscle sections was performed on whole slide images, generated using a Leica SCN400F, using Definiens Developer XD (Definiens, Munich, Germany) and between 3 and 8 tissue sections were analysed per mouse. An automatic threshold method was used to separate the tissue from the background area, then again to identify sarcolemma within the tissue. A series of shape based manipulations and edge smoothing operations were then performed to separate joined fibres, combine split fibres and clarify the definition of muscle fibres. Finally muscle fibres which do not satisfy strict morphometric rules were excluded to provide a reliable set of transversely sectioned muscle fibres; width and shape measurements were then exported. The fibre diameter profile each tissue section was generated in excel.

### MR Imaging and sample preparation

The methods for sample preparation, scanning and data processing are described in detail in the Supplemental Information.

### HTT aggregation analysis by ELISA and immunohistochemistry

Aggregates were captured in Seprion ligand coated plates (Microsens, PADPCB1 SEP1–01) and detected using the MW8 mouse monoclonal antibody^60^ (1:2000) as previously documented^36^. For immunohistochemistry, muscles were dissected, embedded, frozen in isopentane and sectioned as described^59^ and slides were stored −20 °C until processing for immunohistochemistry. Prior to staining, slides were equilibrated to 50 °C to remove moisture and a wax pen was used to create a hydrophobic barrier around the sections. After washing with PBS, sections were blocked using 10% normal donkey serum and 0.3% triton X-100 in PBS. Antibodies against laminin (Sigma L9393, 1:1000) and HTT (S830^61^, 1:1000) were applied overnight at 4 °C prior to the application of appropriate secondary antibodies (Molecular Probes, 1:500) at RT for 2 h followed by the DAPI nuclear stain for 15 min.

Confocal focal images were taken using the Nikon AR1 Confocal microscope (Nikon Instruments using a 40x objective (Plan Apo 40x Ph2, NA 0.95) and NIS-Elements C software (Nikon Instruments). A grid was applied to capture nine regions of interest (ROI) per section through an automated unbiased process from two muscle sections per mouse (n = 4 mice per treatment group) to generate 18 captured ROIs per mouse. Images were exported as TIFFs and analysed using threshold fluorescence levels in ImageJ (U. S. National Institutes of Health, http://imagej.nih.gov/ij/) (Fig. S2A and C). A threshold intensity value of 90 was applied to DAPI images and of 50 to S830 images, and pixels below these thresholds were excluded. The S830 signal in the sections from WT mice treated with either vehicle or with ACVR2B/Fc was negligible (Fig. S3C). Objects were identified as groups of adjacent pixels. Objects with less than 25 DAPI pixels were considered debris and not counted as nuclei. DAPI threshold images were used to mask the S830 images and co-localised pixels were counted as intra-nuclear inclusions and those not co-localising were considered to be extra-nuclear inclusions (Fig. S3B). The percentage of nuclei containing inclusions was counted manually.

### RNA extraction and Taqman real-time PCR expression analysis

Total RNA from skeletal muscles was extracted with the mini-RNA kit according to the manufacturer instructions (Qiagen). The reverse transcription reaction (RT) was performed using MMLV superscript reverse transcriptase (Invitrogen) and random hexamers (Operon) as described elsewhere^19,62^. The final RT reaction was diluted 10-fold in nuclease free water (Sigma). All Taqman qPCR reactions were performed as described previously^62^ using the CFX96 Real-Time PCR Detector (BioRad). Stable housekeeping genes for qPCR profiling of various skeletal muscles for HD mouse models were determined using the Primer Design *geNorm Housekeeping Gene Selection Mouse Kit with PerfectProbe* software. Estimation of mRNA copy number was determined in triplicate for each RNA sample by comparison to the geometric mean of three endogenous housekeeping genes (Primer Design) as described^62^. Primer and probe sets for genes of interest were purchased from Thermo Fisher Scientific.

### RNA sequencing and data analysis

RNA was prepared from the quadriceps and tibialis from n = 10 mice per treatment group and sequencing was performed by Expression Analysis on an Illumina Hi-seq. 2000. Paired-end sequencing was obtained, 4-plexed across lanes for a minimum of 38 million 50mer paired reads per sample. Alignment and QC was conducted in Omicsoft using the OSA algorithm^63^ against the mouse genome version B38 with EMSEMBL gene models version R75. FPKMs were then calculated following standard formulas. QC assessment found 79 of 80 samples of high quality both at the RNA quality and alignment mapping levels. 

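In the quadriceps library of mouse 93, transcripts of immune cells were far above those of the other WT vehicle libraries and transcripts of fast fibres and the respiratory chain were below them. The median of 8 lymphocyte markers lay 7.49 above the mean of the other 9 on the log2 scale, where the medians of the 9 lay between -0.63 and 0.73, and 7 of the 8 were above all 9. Ptprc, the pan-leukocyte marker CD45, lay 5.27 above, and the antigen-presenting genes H2-Ab1 and H2-Aa lay 3.44 and 3.29 above. Markers of adipocytes (median 1.98), the interferon response (0.93) and macrophages (0.69) were above the range of the other 9 as well. All 15 fast fibre genes (median -0.63) and all 58 respiratory chain genes (-0.55) were below every one of the 9, while the slow fibre genes (1.18) lay within the range of the medians of the 9 (-2.83 to 2.45). Among abundant genes, the largest differences included ribosomal protein genes and pseudogenes with near-identical copies, such as Rps3a3 (-8.41) and Rps2 (4.57). Ptprc, H2-Ab1, H2-Aa, Rps3a3 and Rps2 were named after their values were seen.

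The library held 44.97 M estimated counts. Over the tested genes, 4822 lay above and 3469 below all of the other 9, together 42.1% where 20.0% would be found by chance. Its mean correlation of log2 CPM with the other WT vehicle libraries was 0.952, and that of each of the others was between 0.974 and 0.979. The gap was 0.82 of the whole range, above Dixon's critical value for 10 values. On the first 2 principal components of the 40 quadriceps libraries, which held 19.3% and 8.11% of the variance, it lay 142.0 from the mean of its group, and the farthest of the others 33.5.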

One sample (quadriceps mouse 93) was found to be a strong outlier by principal component analysis and omitted from the analysis. The RNAseq data have been deposited in the GEO database under the accession number GSE81367. Rounded counts to the next integer were used as input data for dysregulated gene analysis (DESeq. 2)^64^. 

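The table held 39179 genes, and the estimated counts of 19702 of them reached 2 in at least 10 of the 79 libraries once rounded to the nearest whole number. Rounding up to the next whole number kept 20088 genes. With more than 2 counts in at least 10 libraries, a filter tried after the first count was known, 18557 genes were kept. Of the 1145 genes that it removes, 72 had been called between R6/2 and WT quadriceps, where 8083 genes were called in all and 8085 with the stricter filter.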

Only genes with a count of 2 or more in at least 10 out of the 79 samples were used for the analysis which left 18558 genes in the dataset. For weighted gene co-expression network analysis (WGCNA) we used variance stabilizing transformed counts from the DESeq. 2 output (function varianceStabilizingTransformation) as input. The subsequent WGCNA analysis was carried out as previously described^40^. Soft-threshold power for all networks was 30. Modules with highly correlated module eigengenes were merged (r > 0.7). Enrichment analysis was carried out using Enrichr http://amp.pharm.mssm.edu/Enrichr/index.html ^65^. We used the gene lists of dysregulated genes or the identified network modules as input. We summarized all gene ontology terms (GO-term) of similar sub-terms into an overarching term. Only GO-terms, regulators, pathways, etc. with a combined score larger than 5 were considered.

### Statistics

Data were graphed using Prism Ver.5.0b (Graphpad software, California USA). Statistical analyses were calculated using SPSS Statistics Ver. 22 (IBM Portsmouth, UK). Data were screened for statistical outliers using Grubb’s test (GraphPad software, California, USA). The total number of mice used in each of the experiments is summarised in Table S7. The datasets can be separated into those that were collected longitudinally and those that were collected at a single time point.

#### Longitudinal datasets

These include assessment of body weight, body temperature, grip strength, locomotor activity and rotarod performance. To probe the influence of treatment across time, a two-way ANOVA was employed (Treatment group and Age as between-subject factors). All main effects from ANOVAs can be found in Table S8. Post-hoc tests with a Bonferroni correction for multiple comparisons were applied where appropriate and represented in the figures and in Table S9.

#### Datasets takes at a single time point

These include muscle mass, fibre diameters, muscle physiological measures, assessment of aggregate load by Seprion ELISA and qPCR. To probe the influence of genotype and treatment on these measures, either a two-way ANOVA was applied (Genotype and Treatment as between-subject factors) or a one way ANOVA to compare Treatment Groups. All main effects from ANOVAs can be found in Table S8 or in the text. Post-hoc tests with a Bonferroni correction for multiple comparisons were applied where appropriate and represented in the figures and in Table S9.

End-stage disease was determined using a scoring system that combined an assessment of appearance, body weight, disease score and unprovoked behaviour (Table S2). The data were represented by a Kaplan-Meier cumulative survival curve and statistical analysis was performed in SPSS using the log-rank (Mantel-Cox) test.

## Electronic supplementary material

Supplementary information

How the deposited data were processed for this re-analysis (not part of the article)

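Messenger RNA was sequenced by the authors from the quadriceps and the tibialis anterior (TA) of 40 mice: WT and R6/2, each given vehicle or ACVR2B/Fc, 10 mice per group. The labels of the libraries give the muscle, genotype, treatment, replicate number, mouse and sequencing lane. The part of the series was inferred from the order of the library numbers in them. Lane numbers recur in both parts, so libraries that share a number need not share a lane. As the paper leaves out the quadriceps library of mouse 93 (WT vehicle), 79 of the 80 libraries were used: 39 of quadriceps and 40 of TA. To check the labels against the data, each quadriceps library was compared with every TA library of its group by the correlation of group-centred log2 CPM over 2000 genes that vary most in both muscles. For all 39 mice the best match was the same mouse (median r 0.742, smallest 0.416). The median r between different mice was -0.0891. The replicate numbers do not pair the samples: quadriceps or TA libraries of different groups that share a number had a mean r of -0.0113 and -0.0214.

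The authors converted base calls with CASAVA 1.8.2, aligned paired reads with OSA in Omicsoft to B38 with Ensembl R75, and deposited 2 tables of 39179 genes. The first deposited table holds estimated counts per gene, which the authors made by assigning the aligned reads to the gene models in Omicsoft. Many of them are not whole numbers, and the paper does not say why. The second holds the FPKM that the authors derived from them, which is divided by the total of the library and by gene length. Neither deposited table is on a log scale or normalized between libraries in another way. The number of reads, their quality and their mapped positions were not available, so nothing before the counts could be repeated.

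Estimated counts were rounded to whole numbers, and a gene was tested when at least 10 of the 79 libraries held 2 counts or more. Each muscle was fitted once with 4 groups in edgeR 4.0.16 (R 4.3.3), with TMM factors, estimateDisp with its default trend, and the quasi-likelihood F test in its legacy form. The contrasts were R6/2 vehicle against WT vehicle, ACVR2B/Fc against vehicle in WT and in R6/2, the difference of these 2 responses, and R6/2 ACVR2B/Fc against WT vehicle. A gene was called at an adjusted p (Benjamini-Hochberg) under 0.05, with no fold required. For genes that moved toward or away from WT, a fold over 1.5 was required in both contrasts, as in Fig. 6 of the paper. A standard error is the log2 fold change divided by the square root of the F value, and CPM are on TMM-scaled libraries. Differences between muscles were tested with the same test, with each mouse as a block, on the mice that have both libraries.

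The 35 gene lists were written by hand from general knowledge, after Fig. 6 of the paper had been seen, and are read against the tested genes. Each was tested with camera of limma 3.58.1 on log2 CPM (prior count 2) with the correlation between its genes estimated, and its called genes were counted over all genes and over the list alone. Modules were built in Python 3.11.15 with numpy 2.4.6 and scipy 1.17.1, because the package that the paper used was not available. Eigengenes were compared by exact tests or 100000 random relabellings, two-sided. Figures were drawn with matplotlib 3.10.9. Coordinates are those of GENCODE vM21, and the gene models used by the authors can differ at single genes.

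The genes named in the text are those the paper names or shows in Fig. 6, whose directions had been seen, and the 12 higher and 12 lower genes of largest fold per contrast at 1 CPM or more. They also include up to 5 genes of smallest p per list, any SMAD2/3 target, listed genes that lead a module, and the 10 genes of smallest p in tests of a difference. Where another gene is named, the text says so.

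The alternatives set in advance were DESeq2 1.42.0 per muscle and over all 79 libraries, edgeR over all 79 libraries and over the groups of one contrast, and relative log expression factors. Others were no filter, at least 1 CPM in 10 libraries, counts rounded up, lane and part of the series as covariates, replicate number as a block, mouse 93 kept in, and limma on log2(FPKM + 1) and log2(FPKM + 0.1). For single results they were camera with a preset correlation of 0.01, fry, 3000 genes or an unsigned power of 12 for modules, and genes of at least 10 CPM for the similarity of responses. They were also no mouse block, DESeq2 with the mouse as a block, the 1.5-fold threshold for treatment alone, and vehicle libraries split in 2. Chosen after seeing the data were more than 2 counts as the filter, edgeR without estimateDisp, DESeq2 with shrunken folds, and leaving out 14 libraries with transcripts of another tissue. Those libraries held at least 10 CPM of liver, pituitary or hair follicle genes and over 10 times the median of the muscle.

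The fits were tested on counts simulated from the means, totals and spread of the real libraries. There 200 genes with a mean of at least 1 CPM were given known changes, and recovered genes and false calls were counted. The module step was tested on made-up values of 500 genes that were not drawn from the real libraries. Every count of genes was set against up to 100 other splits of the same samples, drawn with a fixed seed. Depth was at least 36.8 M estimated counts per library, so that 1 CPM stood for 36.8 counts in the smallest library, and the simulated data show which folds can be recovered at this depth.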

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

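Of the tests in this part, all 3 on liver transcripts and the one on a smaller share of cells other than fibres were chosen after the result was seen. Groups of libraries were searched for a library far from the others of its group by Dixon's criterion, which chance meets in about 1 of 20 groups; of 64 groups tested, 21 held such a library, where 3.2 would by chance. The mean correlation of mouse 93 with the other WT vehicle quadriceps libraries, 0.952, was far from theirs (0.974 to 0.979). Totals were far from the group for R6/2 ACVR2B/Fc quadriceps replicate 9 (47.7 M; others 39.6 to 43.7), WT ACVR2B/Fc quadriceps replicate 2 (36.8 M; others 40.0 to 43.7) and WT vehicle quadriceps replicate 2 (49.7 M; others 37.2 to 42.7). Among genes that the paper names, Mstn stood at 47.1 CPM in WT vehicle TA replicate 6 (others 63.2 to 78.2). Acvr2b stood at 0.944 CPM in R6/2 ACVR2B/Fc TA replicate 10 (others 1.90 to 2.66) and at 3.99 CPM in WT ACVR2B/Fc quadriceps replicate 2 (others 2.22 to 3.12). Pax7 stood at 1.66 CPM in WT vehicle TA replicate 7 (others 2.67 to 3.70).

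Most of these libraries stood apart in transcripts of other organs. The summed CPM of 10 liver genes was far above the group in TA, in WT vehicle replicate 8 (814; others 3.63 to 12.0), R6/2 vehicle replicate 10 (616; others 3.63 to 11.8), R6/2 ACVR2B/Fc replicate 8 (411; others 3.08 to 77) and WT ACVR2B/Fc replicate 2 (163; others 3.61 to 7.96). The sum of 4 pituitary genes was far above in TA of WT vehicle replicate 7 (479; others 0 to 15.6), R6/2 ACVR2B/Fc replicate 7 (60.3; others 0 to 0.246) and WT ACVR2B/Fc replicate 8 (1.18; others 0 to 0.0234). In quadriceps it was far above in R6/2 ACVR2B/Fc replicate 10 (11.9; others 0 to 0.151), WT ACVR2B/Fc replicate 1 (0.907; others 0 to 0.242) and WT vehicle replicate 2 (0.442; others 0.0234 to 0.182). The sum of 6 hair follicle genes was far above in R6/2 ACVR2B/Fc TA replicate 1 (50.6; others 0.0499 to 1.47), WT vehicle TA replicate 3 (0.986; others 0.026 to 0.118), WT vehicle quadriceps replicate 6 (17.2; others 0 to 0.0779) and R6/2 vehicle quadriceps replicate 1 (13.1; others 0.0691 to 0.35). The paper does not discuss these genes. Over all libraries the highest sums were 1185 CPM of liver genes in R6/2 ACVR2B/Fc quadriceps replicate 8 (muscle median 22.3), 479 of pituitary genes (0.0262) and 50.6 of hair follicle genes (0.0793).

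In R6/2 quadriceps all 10 liver genes were called higher after ACVR2B/Fc, and Alb, which encodes serum albumin, went from 0.150 ± 0.111 to 125 ± 267 CPM (SD, n = 10 each). A response of the muscle itself is argued against, since 3 of the 10 treated libraries held more liver transcripts than every vehicle library of either genotype, and 4 held more than every R6/2 vehicle library, where such a response was held to raise 5 or more. Liver RNA in a few libraries cannot be told apart in full, because without the libraries left out for such transcripts 1 of the 10 genes was still called: Alb, with a log2 fold change of 9.67 before (standard error 1.53) and 3.55 after (0.911; adjusted p = 0.0325, edgeR's quasi-likelihood test, and from 5.56e-05 to 0.403 over 16 alternatives), where replicate 3, at 44.6 CPM of liver genes, had stayed in. As the cause of the response difference of B230312C02Rik in TA, RNA of another organ is argued against: it was -1.61 (standard error 0.268) with those libraries and -1.78 (0.328) without them, and its call ended because fewer libraries gave a larger error. How this RNA entered the libraries stays open, and Trf (transferrin), named after its values were seen, is the one liver gene above 1 CPM in R6/2 vehicle quadriceps (14.6 ± 5.01 CPM; SD, n = 10).

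Tendon and cartilage genes were lower in R6/2 quadriceps after treatment, with a median log2 fold change of -0.79 over 17 genes, 10 of them called, 4 without the libraries with transcripts of another tissue and 2 with lane and series part as covariates. A smaller share of all cells other than fibres is argued against: endothelial (0.27), fibro-adipogenic (-0.19), Schwann (-0.20) and satellite cell markers (-0.07) had a median of -0.13, with an SD of 0.22 between the lists. Less tendon in the dissected tissue stays open and is in line with the mean correlation of 0.628 between the deviations of 6 tendon markers from their group means, a test that could have gone the other way. An effect of lane or part of the series cannot be told apart, since with both in the fit the median was -0.40 (interquartile range -0.58 to -0.21), between the values that would decide. A response of the tendon cells to ACVR2B/Fc also stays open and was not tested.

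Siglech, a lectin of plasmacytoid dendritic cells, fell and Vsig4, a complement receptor of resident macrophages, rose in all 4 comparisons. In quadriceps the log2 fold changes were -4.71 (standard error 0.405) and -4.14 (0.364) for Siglech in WT and R6/2 and 3.46 (0.386) and 3.79 (0.362) for Vsig4, and in TA they were -4.09 (0.612) and -3.08 (0.525), and 3.21 (0.531) and 3.80 (0.530). Shifts in cell numbers as the whole cause are argued against only as far as the other markers are specific to these cells, which was not checked. The medians of these markers stayed within the bound of 1 set in advance. They were 0.07 over 10 genes of plasmacytoid dendritic cells (SD 0.06 between comparisons) and 0.47 over 11 genes of resident macrophages (0.16). For lymph node tissue the median was 0.01 over 15 genes of B and T cells (0.38). The macrophage median was above 0 in every comparison (0.18 to 0.54), so a smaller rise in macrophage numbers stays open. A direct response of Siglech and Vsig4 in immune cells stays open and was not tested. Siglech is a low transcript here, at 1.01 ± 0.338 CPM in WT vehicle quadriceps (SD, n = 9), and was named after its values were seen.

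Differences between groups were called by tests of the difference itself. The response to ACVR2B/Fc differed between R6/2 and WT for Slc15a5, a peptide transporter family member, in quadriceps (log2 difference 3.04, standard error 0.561, adjusted p = 0.0326, edgeR's quasi-likelihood test), for Fam57b there (0.92, 0.169, the same adjusted p) and for B230312C02Rik in TA (-1.61, adjusted p = 0.00905). Without the libraries with transcripts of another tissue the values were 2.59 (standard error 0.584, adjusted p = 0.177) for Slc15a5 and 1.00 (0.174, 0.0315) for Fam57b, the one gene still called, and the adjusted p was 0.0761 for B230312C02Rik. Over all their alternatives, 15 or 16 each, the adjusted p ran from 3.15e-06 to 0.389 for Slc15a5, from 0.000411 to 0.277 for Fam57b and from 1.49e-05 to 0.239 for B230312C02Rik. With lane and series part as covariates they were 3.00 (0.779, 0.389), 0.98 (0.229, 0.277) and -1.43 (0.352, 0.239), where folds moved little, errors grew and none was called. Between the muscles, the effect of genotype differed for 452 genes.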

How the results depend on the processing

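Settings chosen after seeing the data are named as such below; the others were set in advance. Where no reason is given for a change, the cause was not tested. On log2(FPKM + 1) with limma, where the median of all genes lies above 0 in R6/2, the genes called went from 8083 to 13458 for genotype in quadriceps and from 7817 to 11874 in TA, from 247 to 136 for treatment in WT quadriceps, and for R6/2 from 899 to 2586 in quadriceps and from 430 to 896 in TA. Genes still different from WT in quadriceps went from 8103 to 12432, response differences from 2 to 30 and from 1 to 3 in TA, genes moved toward WT from 96 to 36 and from 48 to 9 in TA, and those moved away from 27 to 6 and from 23 to 7 in TA. On log2(FPKM + 0.1) the counts were 13530 and 11938 for genotype, 2055 and 664 for R6/2 treatment, 789 for WT TA, 12612 still different in quadriceps, 16 and 3 response differences and 148 moved toward WT in quadriceps. Directions reversed between TMM and these units: for genotype, Acvr2b went from -0.06 to 0.34 and 0.54 in quadriceps and from -0.19 to 0.22 and 0.35 in TA, Mstn from -0.50 to 0.13 in both units in quadriceps and from -0.11 to 0.41 and 0.43 in TA, and Psma7, a proteasome subunit, from -0.57 to 0.03 in both in quadriceps. Atf4 went from -0.51 to 0.09 in quadriceps and from -0.40 to 0.15 in TA in both units, and in TA Ccng1 went from -0.55 to 0 and Kmt5a from -0.31 to 0.22 in both, and Raver2 from -0.41 to 0.11 and 0.15. Fam57b in WT quadriceps went from 0.03 to 0 and -0.01.

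DESeq2 per muscle called 435 genes for WT quadriceps, 741 for WT TA and 741 for R6/2 TA, 37 and 16 response differences and 46 genes moved away in TA. Over all 79 libraries it called 384, 864 and 831 genes, 28 and 58 response differences, and 87 genes moved toward WT and 45 away in TA. DESeq2 with shrunken folds, chosen after seeing the data, gave 417, 728 and 750 genes, 29 and 18 response differences and 37 genes moved away in TA. edgeR over all libraries gave 1 and 48 response differences and 77 genes moved toward WT in TA, and over the groups of the contrast 136 genes in WT quadriceps and 253 in R6/2 TA. Without estimateDisp, chosen after the simulated data were seen, it gave 0 response differences in quadriceps (1381 genes at an unadjusted p under 0.05, 37 by DESeq2) and 8 in TA, and 44 and 47 genes moved away.

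With lane and series part as covariates, 88 genes were called in WT quadriceps, 235 in R6/2 quadriceps and 172 in WT TA, 38 genes moved toward WT and 1 away in quadriceps and 14 away in TA. Response differences were 0 and 0 by edgeR, as given with their unadjusted counts at the claim, B230312C02Rik in R6/2 TA went from -0.06 to 0.03, and Fam57b in WT quadriceps to -0.01. With mouse 93 kept in, 528 genes were called in WT quadriceps and 12 response differences, Cxcl13 in WT quadriceps went from 3.18 to -0.67, through that 1 library, and Acvr2b for genotype in quadriceps from -0.06 to 0. Without the libraries with transcripts of another tissue, chosen after seeing the data and with fewer libraries, 354 genes were called in R6/2 quadriceps and 279 in WT TA. There was 1 response difference in quadriceps and 0 in TA (1540 genes at an unadjusted p under 0.05), where DESeq2 with all libraries called 16. In quadriceps 61 genes moved toward WT and 13 away. Gh and Prl, pituitary hormones, went from -7.98 to 0.26 and from -8.89 to 0.35 in WT TA, since the library that held them was left out. Lists called went from 1 to 0 in WT quadriceps and from 4 to 2 among those still different in quadriceps, and modules called for R6/2 from 1 to 0 in each muscle, with eigengene differences that stayed within 1.5 times (0.0396 to 0.0366 and -0.195 to -0.161). The similarity of the responses went from 0.132 to 0.202 over all genes and from 0.146 to 0.675 over called genes in quadriceps, and over called genes in TA from -0.0639 to 0.496; over the genes called with all libraries it went to 0.401 and 0.339.

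A filter of at least 1 CPM gave 6 and 2 response differences and 58 genes moved toward WT and 18 away in quadriceps, where fewer genes were tested. The replicate block, with numbers that pair no samples, gave 1 response difference in quadriceps. Splitting the R6/2 vehicle libraries gave 48 and 10.5 genes moved toward and away in quadriceps and 11.5 and 9.5 in TA, each from 5 libraries per contrast. The genotype effect difference between muscles went from 452 to 14 genes without the mouse as a block and to 1172 in DESeq2 with it; the treatment differences went from 0 to 30 in R6/2 and to 1 in WT in DESeq2. With a preset correlation of 0.01, which ignores the correlation estimated between genes, lists called rose in quadriceps from 3 to 11 for genotype, 1 to 12 for WT, 0 to 17 for R6/2, 0 to 9 for the response difference and 4 to 12 for those still different, and in TA from 3 to 10, 0 to 9, 0 to 4, 0 to 15 and 3 to 8. With fry, 17 and 15 lists were called for genotype, 3 for R6/2 quadriceps, 6 for WT TA, and 20 and 18 for those still different. Over genes of at least 10 CPM the similarity in quadriceps was 0.378. With 3000 genes, 1 module was called for WT quadriceps and 0 for R6/2 TA, and with unsigned correlations 1 and 2, against 2 and 1. No filter, counts rounded up, relative log expression factors, the fold asked of treatment alone and, chosen after seeing the data, more than 2 counts as the filter moved no total beyond 1.5 times, though with relative log expression factors the lower genes among those called in R6/2 TA went from 200 to 130.

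Of the counts and other answers to a comparison, 144 values under settings set in advance and 51 under later ones stayed close to those reported, 83 and 22 moved, and 1 reversed under a later one, the similarity over called genes in TA, as given above. Values of single genes were steadier. Over the 288 fold changes of named genes under 17 settings, 4727 values in all, 4388 had the same direction and side of the threshold, 302 the same direction but no longer passed, 9 passed where they had not and 28 reversed. Of those no longer called, 59 were lost with lane and series part as covariates, 47 on log2(FPKM + 1), 44 without the libraries with transcripts of another tissue and 44 on log2(FPKM + 0.1). Fst in R6/2 TA, which did not pass, was called lower in 6 settings, and Gdf11 in WT TA, which did not pass either, was called higher with lane and series part as covariates (0.67). Genes that a stricter filter removes have no value under it, and mouse 93 has none in TA fits.

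Depth and the number of mice limit small changes and rare transcripts. The simulated changes were given only to genes with a mean of at least 1 CPM, so rarer ones were not covered. In simulated counts on these libraries, changes of 1.5-fold were recovered for 76.1% to 85.1% of the genes, of 2-fold for 95.5% to 97.0% and of 4-fold for 98.5% or more, over the genotype and treatment comparisons of both muscles. False calls numbered 6 to 23 of 187 to 207 calls per comparison, and 8 to 40 with edgeR without estimateDisp. Of 3 modules planted in made-up values of 500 genes, not drawn from these libraries, 3 were found. The shifted one was called and the 2 unshifted ones were not.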

Differences from the paper's values

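Numbers of dysregulated genes that ACVR2B/Fc moved differ from those counted in the paper's figure, at the paper's thresholds of an adjusted p under 0.05 and a fold over 1.5. In quadriceps the paper shows about 52 genes moved toward WT (Fig. 6, read by eye), and 96 were found here. Of the alternatives set before the data were examined, 4 come within 1.5 times of the paper's count: a filter of at least 1 CPM (58), lane and series part as covariates (38), limma on log2(FPKM + 1) (36) and the R6/2 vehicle libraries split in 2 (48). The others do not: DESeq2 over all libraries (92), edgeR over all libraries (80) and over the groups of the contrast (86), mouse 93 kept in (82), relative log expression factors (94), no filter (82), replicate number as a block (86), counts rounded up (99), limma on log2(FPKM + 0.1) (148), and DESeq2 per muscle and the fold asked of treatment alone (over 100 each). Leaving out the libraries with transcripts of another tissue gives 61, a choice made after seeing the values, and it drops 7 of the 40 genes shown in the paper that were called here, which leaves 19 of the 52 uncalled.

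In TA the paper shows about 20 genes moved toward WT (Fig. 6, read by eye), and 48 were found here. None of those alternatives comes within 1.5 times, the nearest being the replicate block (33), limma on log2(FPKM + 0.1) (34) and the split vehicle libraries (11.5). About 13 genes moved away from WT in TA in the paper (Fig. 6, read by eye), and 23 were found here; lane and series part as covariates (14) and the split vehicle libraries (9.5) come within 1.5 times. The other alternatives set in advance do not, with counts from 7 on log2(FPKM + 1) to 46 by DESeq2 per muscle. For genes moved away in quadriceps, 27 were found here, within 1.5 times of the paper's about 20 (Fig. 6, read by eye), and keeping mouse 93 in gives the paper's count. The paper's filter kept 18558 genes and 19702 passed here; more than 2 counts as the filter, chosen after seeing the values, keeps 18557 and leaves 12 of the 52 genes shown as moved toward WT in quadriceps uncalled, where the filter used here also calls 40.

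Gene by gene, the directions in Fig. 6 were found again. In quadriceps, 51 of the 52 genes shown as moved toward WT were measured, with the same signs for genotype and treatment in 51, and 40 were called; of 20 shown as moved away, 20 had both signs and 14 were called. In TA, 20 of 20 had both signs and 14 were called among those moved toward WT, and 12 of 13 and 9 among those moved away. The exception is Gbp11, an interferon-induced guanylate-binding protein shown as raised by treatment in TA, with a log2 fold change of -0.15 here (adjusted p = 0.935, edgeR's quasi-likelihood test). Of the measured genes not called here, 24 in all had a genotype fold under 1.5, that is 11 of 11 and 5 of 6 in quadriceps and 4 of 6 and 4 of 4 in TA.

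Some of these are called under another setting. Among genes shown as moved toward WT in quadriceps, Fxyd6 was called on FPKM with either added constant, Itga10 and Panx1 on log2(FPKM + 0.1), and Mfap4 with mouse 93 kept in, no filter, the replicate block or FPKM. Igfbp3 was called with lane and series part or on FPKM, Kera with mouse 93 kept in or on FPKM, and Ripor2 with mouse 93 kept in or with lane and series part. Among those moved away there, Ect2l was called by DESeq2 per muscle, edgeR over the groups of the contrast, with at least 1 CPM, on log2(FPKM + 0.1) and, chosen after seeing the values, by edgeR without estimateDisp and DESeq2 with shrunken folds. Vwa3a was called on log2(FPKM + 0.1), and Ak4 with mouse 93 kept in, lane and series part, or FPKM. In TA, Rn7sk was called by both forms of DESeq2, edgeR over all libraries and over the groups of the contrast, at least 1 CPM, lane and series part, log2(FPKM + 1) and the same later-chosen 2, Lingo3 by DESeq2 over all libraries, Cyfip2 by edgeR over the groups of the contrast, and Hpgd with the replicate block or FPKM. Pf4 was called without the libraries with transcripts of another tissue, chosen after seeing the values, which drops 4 of the 14 genes shown as moved toward WT in TA that were called here and leaves 9 of the 20 uncalled. With the fold asked of treatment alone, Tiam1, Snai3, 6330403L08Rik, Pmepa1, Fst and Ddah1 in quadriceps and Ctla2a and Fmo2 in TA were called for genotype and treatment together, as were Fxyd6, Itga10, Panx1, Mfap4, Igfbp3, Kera, Ripor2 and Ak4 in quadriceps and Lingo3, Hpgd and Pf4 in TA. Mfap4 and Lingo3 were also called in most splits of the R6/2 vehicle libraries. Tst in quadriceps and Gbp11, Pmepa1 and Gm16534 in TA did not pass for genotype and treatment together under any setting, and A830010M20Rik was not found in the table.

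The paper states that no changes in genes controlled by SMAD2/3 were seen. Over the list of 18 such targets, most were not called in any of the 4 comparisons here. Pmepa1, which is also among the genes of Fig. 6, was called lower in R6/2 quadriceps (-0.71), R6/2 TA (-0.77) and WT TA (-0.58), and Tgfbi in R6/2 quadriceps (-0.48).

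The paper states from qPCR, scaled to housekeeping genes, that myostatin and its receptor were expressed alike in WT and R6/2 muscle. It also states that treatment did not affect them. The counts here were scaled by TMM. Acvr2b did not pass for genotype or treatment here, and Mstn did not pass for genotype in TA (-0.11, adjusted p = 0.478, edgeR's quasi-likelihood test) or for treatment in WT and in R6/2 quadriceps. Mstn was lower in R6/2 quadriceps (-0.50, adjusted p = 0.000802 from the same test) and rose with ACVR2B/Fc in R6/2 TA (0.48, adjusted p = 0.0109). Under limma on log2(FPKM + 1) and log2(FPKM + 0.1) the genotype effect in quadriceps did not pass (0.13 in both, adjusted p = 0.336 and 0.331), while Mstn in TA (0.41 and 0.43) and Acvr2b in quadriceps (0.34 and 0.54) and TA (0.22 and 0.35) were higher in R6/2. No setting leaves the change in R6/2 TA uncalled.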

Other observations

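Of the tests in this part, the counts of other splits were set after the result was seen, apart from those for the genes and lists still different from WT in TA and for the 3 differences between muscles. Regulators of muscle mass went both ways in R6/2 muscle. Foxo3, a transcription factor that drives atrophy, was higher in R6/2 vehicle than in WT vehicle, with log2 fold changes of 0.51 in quadriceps (standard error 0.0954) and 0.63 in TA (0.116; n = 10 per group, 9 in WT quadriceps). Fbxo40, a ubiquitin ligase that degrades the insulin receptor substrate Irs1, was lower (-0.74 and -0.70, standard errors 0.0692 and 0.0788), as was Irs1 itself (-0.93 and -1.32), while the receptor Igf1r was higher (0.78 and 0.62). Of 18 atrophy-linked genes, 7 were higher and 2 lower in each muscle (7 and 4 over the list alone in quadriceps; 12 higher and 1 lower in quadriceps and 14 higher in TA with FPKM). Of 23 genes of IGF1, AKT and mTORC1 signaling, 8 and 7 were higher and lower in quadriceps and 8 and 5 in TA (9 and 7 over the list alone in quadriceps; 20 and 0, 21 and 2 with FPKM). Eda2r, a death receptor induced by p53, was higher (1.34 and 1.37, standard errors 0.147 and 0.146), as was Bax, which opens mitochondria in cell death (0.56 and 0.72). Of 10 p53 targets, 5 were higher and 3 lower in quadriceps (7 and 3 over the list alone) and 6 and 3 in TA (7 and 0, 6 and 1 with FPKM). Ccng1, cyclin G1, was lower in R6/2 (-0.67 and -0.55, the latter 0 with FPKM) and rose with ACVR2B/Fc in R6/2 quadriceps (0.42, standard error 0.0843), R6/2 TA (0.47, 0.0727) and WT TA (0.40, 0.0727). The adjusted p of the 3 lists for genotype lay between 0.689 and 0.987 with an estimated correlation.

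ACVR2B/Fc changed few of these regulators, Ccng1 among them. Of the p53 targets edgeR and DESeq2 called 0 in WT quadriceps (2 at an unadjusted p under 0.05), while 1 rose in each of the other 3 comparisons (1 higher and 1 lower over the list alone in R6/2 quadriceps). Of the atrophy-linked genes edgeR called 0 in each of the 4 comparisons, with 0, 0, 0 and 1 at an unadjusted p under 0.05 in WT and R6/2 quadriceps and WT and R6/2 TA, and DESeq2 called 0. Of the IGF1, AKT and mTORC1 genes 1 fell in R6/2 TA, and edgeR and DESeq2 called 0 in the others (3, 4 and 6 at an unadjusted p under 0.05 in the same order). Endomucin (Emcn), of small vessels, rose in R6/2 quadriceps (0.37, standard error 0.104), the one endothelial gene of 9 called there (5 higher over the list alone). Usp18, which curbs interferon signals, rose in R6/2 quadriceps and TA (0.48, standard error 0.144, and 0.56, 0.144), and the macrophage receptor Cd163 rose in R6/2 TA (0.58, standard error 0.129). Bag3, a co-chaperone of strained fibres, fell in R6/2 quadriceps (-0.29, standard error 0.0747). Of 25 collagen and matrix genes 5 fell in R6/2 quadriceps (7 over the list alone). Of 9 Schwann cell markers 1 fell in WT quadriceps and 2 in WT TA (8 over the list alone in each), among them S100b (-1.03, standard error 0.268, and -0.89, 0.232). No list of this paragraph was called as a whole (adjusted p of 0.315 or more with an estimated correlation).

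Lists of metabolism and of regulation that no passage has given for genotype follow. Lpl, which frees fatty acids from lipoproteins, and the receptor Vldlr were lower in R6/2 (-0.87 and -0.97; -1.18 and -1.39). Of 27 genes of fatty acid oxidation and lipid use, 1 was higher and 10 lower in quadriceps and 11 lower in TA, while with FPKM 20 and 17 were higher and 0 and 1 lower. Of 50 cytosolic ribosomal proteins, 1 was higher in each muscle and 16 and 12 lower (16 and 11 over the list alone), while with FPKM 41 and 40 were higher. Of 22 genes of autophagy and the lysosome, 5 were higher and 4 lower in quadriceps and 6 and 3 in TA, while with FPKM 21 and 22 were higher. Atf4, which leads the integrated stress response, was lower (-0.51 and -0.40; higher with FPKM), as were 4 of its 13 genes in quadriceps and 3 in TA (1 higher in each; 7 higher and 1 lower in each with FPKM). Of 13 chaperones, 1 was higher and 3 lower in quadriceps and 3 and 2 in TA (10 and 9 higher with FPKM). Nr1d1, a repressor in the circadian clock, was lower (-0.93 and -1.01), 1 of 2 clock genes of 14 that were lower in each muscle (1 in quadriceps over the list alone; 7 higher in each with FPKM). Smox, spermine oxidase, was lower (-2.32 and -2.22), and of 10 genes of polyamine metabolism 3 were higher and 5 lower in quadriceps (3 and 6 over the list alone) and 3 and 4 in TA (7 and 1, 6 and 1 with FPKM).

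Signaling and structural lists were mixed as well. Smad2 was higher (0.44 and 0.65) and Smad3 lower in R6/2 (-0.89 and -0.71), and of 20 components of the pathway 5 were higher and 5 lower in quadriceps and 2 and 3 in TA (12 and 1, 12 and 0 with FPKM). Klf10, induced by TGF-β, was lower (-1.05 and -0.90); of 18 SMAD2/3 targets 2 were higher and 4 lower in quadriceps and 1 and 7 in TA, while with FPKM 12 and 9 were higher and 0 and 1 lower. Of 10 BMP targets 4 were higher in quadriceps, and 3 higher and 1 lower in TA (8 higher in each with FPKM). Lox, which crosslinks collagen, was higher (1.16 and 0.96), as were 13 of 25 collagen and matrix genes in quadriceps and 2 in TA (1 over the list alone; 24 and 10 with FPKM). Actc1, cardiac actin, was lower (-2.08 and -1.36), and 2 of 10 developmental contractile and myogenic genes were higher and 4 lower in each muscle (6 and 2, 3 and 2 with FPKM). Of 13 slow fibre genes 2 were higher in quadriceps, and 2 higher and 4 lower in TA (3 and 0, 4 and 2 with FPKM). The adjusted p of the lists of these 2 paragraphs lay between 0.618 and 0.979 with an estimated correlation.

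Markers of other cells went both ways with genotype. Ighm, the heavy chain of immunoglobulin M, was lower in R6/2 quadriceps and TA (-2.67, standard error 0.345, and -2.76, 0.373), the one lower of 8 lymphocyte markers in each muscle, with 1 higher in quadriceps (2 and 1, 0 and 1 with FPKM). Transcripts of red blood cells were lower: 3 of 6 in quadriceps and 4 in TA, with none called on FPKM by limma, among them Hbb-bs, a beta globin (-0.79 and -1.11, standard errors 0.307 and 0.268), and Alas2, which starts heme synthesis (-0.92 and -1.23). Of 9 fibro-adipogenic markers 1 was higher and 3 lower in quadriceps (2 and 3 over the list alone) and 4 lower in TA (7 and 0, 2 and 1 with FPKM). Of 9 tendon markers 4 were higher in quadriceps, and 1 higher and 2 lower in TA (8 and 0, 2 and 1 with FPKM), and of 8 cartilage markers 5 higher and 1 lower, and 1 and 1 (6 and 2 higher with FPKM). Of 9 endothelial markers edgeR called 0 in quadriceps (1 at an unadjusted p under 0.05, 0 by DESeq2) and 5 lower in TA, while with FPKM 9 and 3 were higher. Of 9 Schwann cell markers 3 were lower in quadriceps and 0 were called by edgeR in TA (1 unadjusted, 1 by DESeq2), while with FPKM 3 and 2 were higher. Of 7 smooth muscle and pericyte markers 2 were lower in quadriceps (1 over the list alone) and 0 were called by edgeR in TA (2 unadjusted, 2 by DESeq2), while with FPKM 6 and 3 were higher. Of 9 macrophage markers 1 was higher in quadriceps (0 over the list alone) and 0 were called by edgeR in TA (1 unadjusted, 1 by DESeq2; 9 and 2 higher with FPKM). Of 7 adipocyte markers 1 was lower in quadriceps and 0 were called by edgeR in TA (1 unadjusted, 0 by DESeq2; 1 higher in each with FPKM). These lists had adjusted p from 0.775 to 0.979 with an estimated correlation.

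Genes that the paper names for the design and the histology were also read. Pax7, the satellite cell factor, was higher in R6/2 quadriceps (0.70, standard error 0.139) and TA (0.68, 0.141) and did not pass for treatment in any of the 4 comparisons (smallest adjusted p 0.182 from edgeR's quasi-likelihood test). By qPCR in TA, the paper reports higher Pax7 in R6/2 and a return toward WT with ACVR2B/Fc, a return that did not pass here. The measures differ in scale, the qPCR being set against Atp5b, Actb and Sdha and the counts scaled by TMM. The qPCR also used fewer mice per group. Mstn, myostatin, went from 62.9 ± 13.6 to 88.0 ± 14.7 CPM (SD, n = 10 each) with ACVR2B/Fc in R6/2 TA (0.48, standard error 0.110, adjusted p = 0.0109), and it did not pass in R6/2 quadriceps (0.29, adjusted p = 0.175). For genotype it was lower in R6/2 quadriceps (-0.50, standard error 0.119, adjusted p = 0.000802; 0.13 with FPKM) and did not pass in TA (-0.11, adjusted p = 0.478; 0.41 with log2(FPKM + 1)). Acvr2b did not pass for genotype (-0.06 and -0.19, adjusted p = 0.769 and 0.261) or treatment. Htt was slightly higher in R6/2 (0.20 and 0.17, standard errors 0.0798 and 0.0700), where reads of the human transgene can add to those of the mouse gene. Muc15, a membrane mucin that WT muscle hardly expresses (0.0474 ± 0.0703 CPM in quadriceps, SD, n = 9), was higher by 5.68 and 5.95.

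The effect of genotype was compared between the muscles of the same mice, for which 452 genes were called (19 mice, 38 libraries; 224 higher and 228 lower in TA than in quadriceps). Inha, the inhibin alpha subunit, a relative of the ligands that ACVR2B/Fc binds, was lower in R6/2, with log2 fold changes of -0.96 in quadriceps and -2.73 in TA and a difference of -1.78 (standard error 0.174). Irf5, an interferon regulatory factor, had -1.05 and -3.09 (difference -2.10, standard error 0.279). Kmt5a, a histone methyltransferase, was lower in both, less so in TA (difference 0.59, standard error 0.0602; higher in TA with FPKM), and Hs6st2, which adds sulfate to heparan, was higher by 2.53 and 1.61 (-0.87). Raver2, an RNA-binding protein, was higher in quadriceps (0.61) and lower in TA (-0.41; 0.11 with log2(FPKM + 1)). By list, 3 of 9 endothelial genes, 2 of 25 collagen and matrix genes and 2 of 12 interferon response genes were lower in TA relative to quadriceps (9, 9 and 5 over the list alone), while 2 of 13 chaperones and 1 of 31 proteasome genes were higher (3 and 15). In every other list at most 1 gene was called. Of 9 tendon markers edgeR called 0 over all genes (7 at an unadjusted p under 0.05, 4 lower by DESeq2) and 7 lower over the list alone (median -1.04). For the effect of ACVR2B/Fc, edgeR called 0 genes for a difference between muscles in R6/2 (1527 at an unadjusted p under 0.05, DESeq2 30; 20 mice) and 0 in WT (1321, DESeq2 1; 19 mice). Over the list alone, 10 of 15 fast fibre genes, 10 of 24 glycolytic genes and 2 of 16 genes of the tricarboxylic acid cycle had a lower response in TA than in quadriceps in R6/2, and 5 of 9 tendon markers and 2 of 10 developmental contractile genes a higher one, with 1 or none each way in the other lists, as in all lists in WT. Without the mouse as a block, 14 genes were called for genotype.

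Other splits of the same samples show where chance can be excluded; 100 splits were used, the real one included. For genotype, the real count was reached by 1 split, the real one itself, in quadriceps (8083, highest other 4707) and TA (7817, 2537), and so was that of genes still different after treatment (8103, 4755; 8132, 6215). Chance can also be excluded for treatment in WT (247, 4 and 475, 10) and R6/2 (899, 201 and 430, 329). The same holds for genes moved away from WT (27, 3 and 23, 2). For genes moved toward WT in TA (48, 44) no other split reached the real count. These splits test treatment as a whole and not the sharing of R6/2 vehicle libraries. With those libraries split in 2, about as many genes moved away as toward in TA, so movement toward WT is not settled there. Chance can be excluded for the lists called for genotype (3, highest other 1 in quadriceps, and 3 in TA, where 2 splits reached it) and for those still different (4, 0 and 3, 2). For the list called in WT quadriceps (1, 0) no other split of that comparison reached the count. As it is the only list called in 4 treatment comparisons, and splits of the other comparisons also called a list, chance is not excluded for it. For genes moved toward WT in quadriceps (96, highest other 173) chance cannot be excluded, as 19 splits reached the real count. The split with 173 called 201 genes for treatment in R6/2, where the real one called 899, so the 2 are unlike in make-up. Libraries with transcripts of another tissue were exchanged in these splits too, and which libraries each split moved was not examined. The similarity of the responses by Pearson's r over all genes is beyond chance in quadriceps (0.132, highest other 0.0925) and not in TA (0.0301, 0.571, reached by 43 splits). Over the called genes r is not beyond chance in quadriceps (0.146, 0.281, reached by 20) or TA (-0.0639, 0.583, reached by 48). That r depended on the libraries with transcripts of another tissue, as given above. Spearman's rho over the called genes was 0.461 in quadriceps and 0.529 in TA and was not set against other splits.

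For the response difference between genotypes, 2 splits reached the real count of 2 in quadriceps (highest other 428), too small a count to exclude chance, and 25 reached that of 1 in TA (846), where chance cannot be excluded. Splits that call so many more genes than the real one point to a structure of the samples, which was not identified. The libraries with transcripts of another tissue were among those exchanged, and their part in it was not tested. For the differences between muscles 24 splits were used: chance can be excluded for genotype (452, highest other 2, reached by 1), and for treatment the splits say nothing, since a real count of 0 is reached by all 24 of them in R6/2 (highest other 65) and in WT (2).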
